# Transcriptome analysis reveals global regulation in response to CO_2_ supplementation in oleaginous microalga *Coccomyxa subellipsoidea* C-169

**DOI:** 10.1186/s13068-016-0571-5

**Published:** 2016-07-22

**Authors:** Huifeng Peng, Dong Wei, Gu Chen, Feng Chen

**Keywords:** *Coccomyxa subellipsoidea* C-169, Elevated CO_2_, Lipid accumulation, Transcriptomic analysis, Phosphoenolpyruvate carboxylase, Pyruvate carboxylase, Carbamoyl-phosphate synthetase II, Ferredoxin, Vacuolar H^+^-ATPase, Clavaminate synthase

## Abstract

**Background:**

Microalgae are emerging as suitable feedstock for renewable biofuel production and providing a promising way to alleviate green house gas CO_2_. Characterizing the metabolic pathways involved in the biosynthesis of energy-rich compounds and their global regulation upon elevated CO_2_ is necessary to explore the mechanism underlying rapid growth and lipid accumulation, so as to realize the full potential of these organisms as energy resources.

**Results:**

In the present study, 2 and 5 % CO_2_ increased growth rate and lipid accumulation in autotrophically cultured green alga *Coccomyxa subellipsoidea* C-169. Overall biomass productivity as 222 mg L^−1^ day^−1^ and fatty acid content as 48.5 % dry cell weight were attained in 2 % CO_2_, suggesting C-169 as a great candidate for lipid production via CO_2_ supplementation. Transcriptomic analysis of 2 % against 0.04 % CO_2_-cultured C-169 unveiled the global regulation of important metabolic processes. Other than enhancing gene expression in the Calvin cycle, C-169 upregulated the expression of phosphoenolpyruvate carboxylase, pyruvate carboxylase and carbamoyl-phosphate synthetase II to enhance the anaplerotic carbon assimilation reactions upon elevated CO_2_. Upregulation of ferredoxin and ferredoxin–NADP^+^ reductase implied that plentiful energy captured through photosynthesis was transferred through ferredoxin to sustain rapid growth and lipid accumulation. Genes involved in the glycolysis, TCA cycle and oxidative phosphorylation were predominantly upregulated presumably to provide abundant intermediates and metabolic energy for anabolism. Coordinated upregulation of nitrogen acquisition and assimilation genes, together with activation of specific carbamoyl-phosphate synthetase and ornithine pathway genes, might help C-169 to maintain carbon/nitrogen balance upon elevated CO_2_. Significant downregulation of fatty acid degradation genes, as well as the upregulation of fatty acid synthesis genes at the later stage might contribute to the tremendous lipid accumulation.

**Conclusion:**

Global and collaborative regulation was employed by C-169 to assimilate more carbon and maintain carbon/nitrogen balance upon elevated CO_2_, which provide abundant carbon skeleton and affluent metabolic energy to sustain rapid growth and lipid accumulation. Data here for the first time bring significant insights into the regulatory profile of metabolism and acclimation to elevated CO_2_ in C-169, which provide important information for future metabolic engineering in the development of sustainable microalgae-based biofuels.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-016-0571-5) contains supplementary material, which is available to authorized users.

## Background

Given the fact that global demand for energy resources is continuously rising while traditional fuels (e.g. fossil fuels) are non-renewable and their combustion raise numerous environmental concerns, biofuels research worldwide has been developed rapidly. Microalgae have emerged as alternative feedstock for biofuels production with several advantages such as high growth rate, high lipid yield and not competing with food crops or forestry for arable land and clean water [1, 2]. They consist of extremely diverse unicellular photosynthetic microorganisms that can fix CO_2_ and convert solar energy into chemical energy efficiently, though many issues and problems are yet to be solved for commercial feasibility [3]. On the other hand, worldwide concerns about the negative effects of climate change on human and environment have synergized the development of CO_2_ sequestration technologies, and culturing of microalgae for CO_2_ bio-fixation is one of the promising strategies [4]. The phenomenon that increased CO_2_ concentration can enhance the carbon fixation efficiency and growth rate of phytoplankton has been known for a long time [5, 6]. Additionally, studies have shown that elevated CO_2_ concentration increased lipid productivity as well as growth rate in various microalgae such as *Nannochloropsis oculata*, *Phaeodactylum tricornutum* and *Chlorella vulgaris* [7–9]. Thus, high level of CO_2_ has been applied in more than 60 species of microalgae in attempt to enhance biomass production and lipid content, as well as alleviate green house gas effects [8, 10–16]. However, most previous studies mainly focused on physiological properties of microalgae, such as growth rate, lipid content, and CO_2_ tolerance. As for mechanisms exploring, a recent study on diatom *P. tricornutum* measured the activities of seven key enzymes and their mRNA expression, and showed that pentose phosphate pathway was upregulated to maintain the NADPH supply under high CO_2_ concentrations [8]. Another recent study indicated that cAMP signaling played an important role in coordinating gene expression in diatom *Thalassiosira pseudonana* acclimation to elevated CO_2_ [17]. To our knowledge, very few researches have been reported on the global analysis of the transcripts to reveal the mechanisms underlying rapid growth and lipid accumulation upon elevated CO_2_ in microalgae.

*Coccomyxa subellipsoidea* C-169, which will be referred to as C-169 hereafter, is an elongated non-motile unicellular green alga, sizing approximately 3–9 μm. It belongs to Coccomyxa, Coccomyxaceae, Trebouxiophyceae, Chlorophyta. As the first sequenced eukaryotic microorganism from polar environment, C-169 has relatively fragile cell wall and contains more genes of enzymes involved in lipid biosynthesis and modification than any other sequenced chlorophytes [18]. Its great cold adaption capacity, together with the characteristic genome, suggested it as an attractive and promising microalga for biofuel production. However, limited effort has been made to examine the feasibility of C-169 as a prospective strain for lipid production to date. Two recent investigations showed that nitrogen starvation increased lipid content in C-169, but the biomass productivity was low, which is common in nitrogen deprivation [19, 20]. Important questions, therefore, remain. Will C-169 have higher lipid productivity and biomass under high level of CO_2_? Is there any pathway other than the Calvin cycle contributing to the assimilation of carbon upon elevated CO_2_? How can the carbon–nitrogen balance be maintained under high CO_2_ concentration? The answers to these questions are of vital importance to realize the potential of C-169 as energy resources.

In the present study, we evaluated the growth rate and lipid content in C-169 that was subjected to three different concentrations of CO_2_ (0.04, 2 and 5 %). Then, transcriptomic analysis was performed to explore the mechanism of rapid growth and lipid accumulation under CO_2_ supplementation. Our research indicated that C-169 employed global regulation to assimilate carbon and balance carbon/nitrogen metabolism to sustain rapid growth and lipid accumulation. These results provide a sharp insight into the regulatory profile upon elevated CO_2_ and a rich source of genetic information for the development of C-169 as an oleaginous microalga.

## Results

### Physiology and biochemical analysis under different CO_2_ concentrations

To investigate the effects of CO_2_ supplementation on the growth rate and lipid content of C-169, cells were incubated under 0.04, 2 and 5 % CO_2_. The cultivation was terminated on the 12th day when cells reached stationary phase. As shown in Fig. 1A, cell growth was markedly prompted by both 2 and 5 % CO_2_ supplementation, while 2 % CO_2_ was optimum for C-169 growth and presented a maximum cell growth rate of 0.56 day^−1^. The maximal biomass productivity for 2 % CO_2_ was 573 mg L^−1^ day^−1^, which was 627 and 88 % higher than that for 0.04 and 5 % CO_2_, respectively. The overall biomass productivity for 2 % CO_2_ was 222 mg L^−1^ day^−1^, which was 488 and 55 % higher than that for 0.04 and 5 % CO_2_, respectively. It is worth noting that 5 % CO_2_ incurred cellular aggregation in some degree (data not shown), which could partially explain the less vigorous cell growth in 5 % CO_2_ as compared to 2 % CO_2_. A remarkable increase in carbon fixation rate was observed in 2 % CO_2_ as compared to 0.04 % CO_2_, which was mainly attributed to the boosted biomass productivity rendered by 2 % CO_2_ (Table 1). The carbon fixation rate nearly doubled on the 4th day, and increased by six- to sevenfold on the 8th and 12th day.

**Fig. 1:**
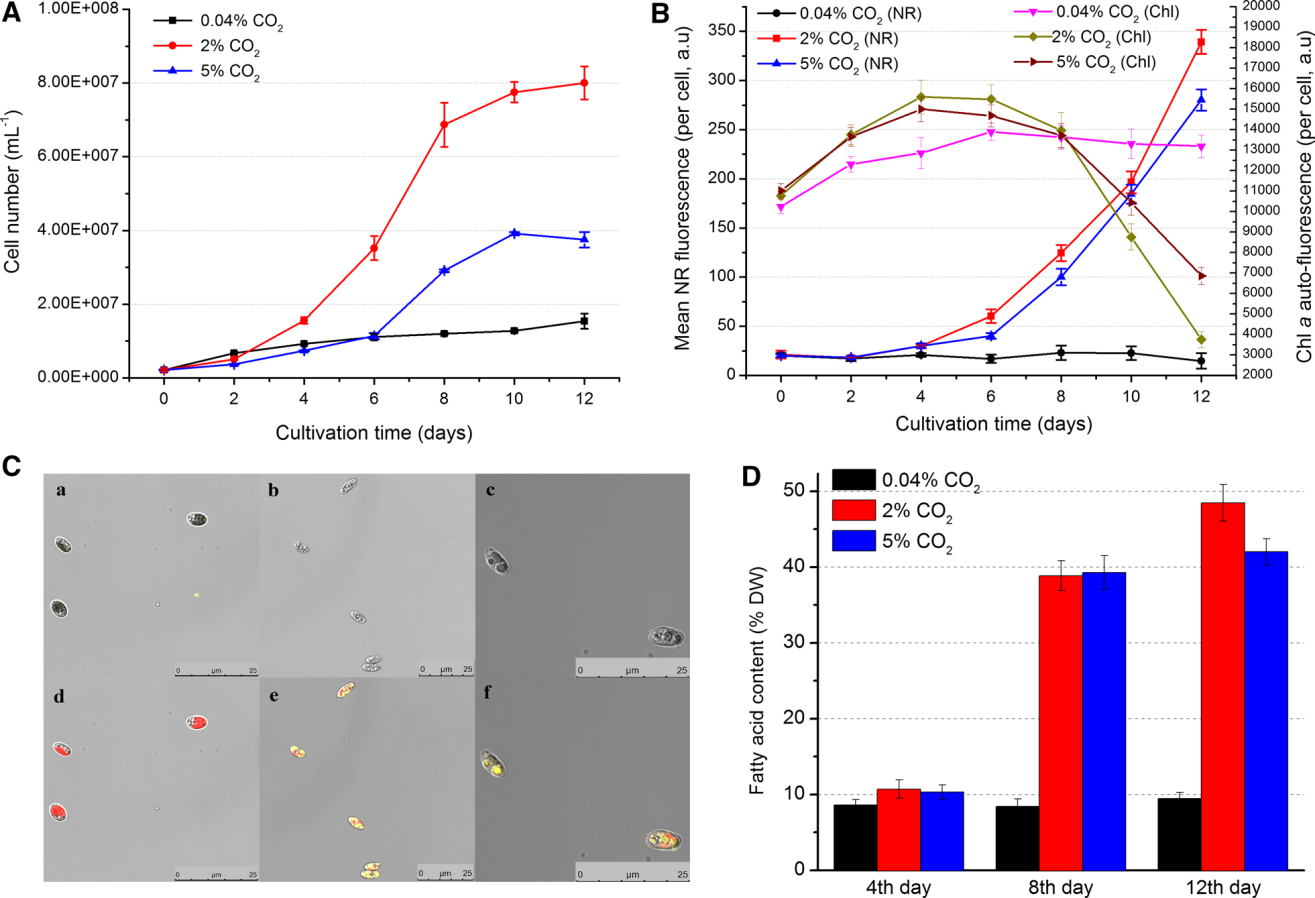
Physiological and biochemical characterization of C-169 under different CO_2_ concentrations. **A** Growth rate represented by cell numbers counted via a hemocytometer. **B** Neutral lipid and Chl *a* content represented by* fluorescence* intensity of Nile Red-stained cells and auto-fluorescence of Chl *a* throughout cultivation. All data are expressed as mean ± standard deviation (*n* = 3). **C** Microscopic images of 12-day cells captured by a confocal laser scanning microscope. *a*, *b* and *c*, respectively, represent micrograph of the algal cells with 0.04, 2 and 5 % CO_2_ under bright channel; *d*, *e* and *f* correspondingly represent those cells stained with Nile Red and viewed under fluorescence channel with *blue* light excitation. **D** Fatty acid content under different CO_2_ concentration on the 4th, 8th and 12th day

**Table 1:** Total carbon content and carbon fixation rate

CO_2_ condition (%)	Total carbon content (% DCW)			Carbon fixation rate (g L^−1^ day^−1^)		
	4th day (%)	8th day (%)	12th day (%)	4th day	8th day	12th day
0.04	48.61 ± 0.09	48.59 ± 0.16	49.38 ± 0.30	0.107	0.075	0.068
2	50.03 ± 0.19	50.98 % ± 0.39	52.85 % ± 0.82	0.211	0.532	0.431

Flow cytometry analysis was employed to track the content of chlorophyll and neutral lipid in C-169 throughout the cultivation (Fig. 1B). On the first four days, the Chl *a* auto-fluorescence increased in all three conditions, but higher Chl a fluorescence was observed in 2 and 5 % CO_2_. It remained relatively constant in 0.04 % CO_2_ at the later stage while Chl *a* fluorescence decreased dramatically in 2 and 5 % CO_2_ after the 8th day. The decline of Chl fluorescence corresponded to the stages when the growth became stationary in 2 and 5 % CO_2_. Reduction in photosynthesis as a result of long-term elevated CO_2_ has been reported in microalgae and higher plants, for example, Arabidopsis [21]. It might be due to the light limitation and nutrient deficiency caused by rapid growth [15]. The lipid accumulation reflected by mean Nile Red (NR) fluorescence per cell remained at low level in 0.04 % CO_2_. While it was boosted dramatically in the cells cultured with 2 and 5 % CO_2_ after the 4th day and kept increasing steeply to the 12th day, the end of observation. Highest NR fluorescence was found in 2 % CO_2_. Additionally, fluorescence images of 12-day cells were taken via a confocal laser scanning microscope. Compared to cells cultured with 0.04 % CO_2_, CO_2_-supplemented cells were mainly occupied by lipid bodies (yellow), instead of chloroplasts (red) (Fig. 1C), which was consistent with the results indicated by flow cytometry analysis (Fig. 1B). These results demonstrated that CO_2_ supplementation was an effective trigger for lipid accumulation in C-169.

Fatty acid methyl esters (FAMEs) content and profile was further analyzed on the 4th, 8th, and 12th day (Fig. 1D; Table 2). Fatty acid (FA) content was comparable on the 4th day among three conditions. It remained steadily low in 0.04 % CO_2_ on the 8th and 12th day, while increased significantly in 2 and 5 % CO_2_ (Fig. 1D). The maximal FA content of 2 % CO_2_ reached 48.5 % dry cell weight (DCW) on the 12th day, which was 411.4 and 15.4 % higher than those of 0.04 and 5 % CO_2_, respectively. FA profiles indicated that C16 and C18 were the main FA components in C-169, which accounted for over 97 % of total FA (Table 2). The most remarkable change as a result of CO_2_ supplementation was observed in oleic acid (C18:1) content, whose percentage increased approximately by 6 times as compared to that of 0.04 % CO_2_ on the 12th day; while the percentage of C16:0, C18:2 and C18:3 decreased nearly by half. Such dramatic changes in FA profiles contributed to a lower degree of lipid unsaturation (DLU) with CO_2_ supplementation. The DLUs were 1.65, 1.20 and 1.19 ∇/mole for 0.04, 2 and 5 % CO_2_ on the 12th day, respectively. The favored formation of C18:1 in C-169 was also observed when cells were subjected to nitrogen deprivation [19], suggesting the similarity between the nitrogen deprivation and the later stage under CO_2_ supplementation.

**Table 2:** Fatty acid profiles under different CO_2_ concentration on the 4th, 8th and 12th day (% total fatty acid)

Fatty acids	0.04 % CO_2_			2 % CO_2_			5 % CO_2_		
	4th day	8th day	12th day	4th day	8th day	12th day	4th day	8th day	12th day
C16:0	23.92	24.69	24.00	20.94	16.63	14.54	19.28	16.63	12.54
C16:1	ND	ND	1.65	1.26	0.42	ND	1.92	0.42	ND
C16:2	6.10	7.33	7.50	4.41	1.44	0.71	4.09	2.04	0.91
C16:3	8.82	7.02	6.59	8.38	3.90	3.13	7.78	3.30	4.13
C18:0	3.21	2.47	2.11	1.00	2.22	2.16	1.42	2.02	2.16
C18:1	8.61	8.52	8.00	15.57	47.69	55.41	16.24	49.69	59.41
C18:2	23.29	24.73	26.89	21.18	13.00	11.00	21.85	11.00	10.23
C18:3	25.84	23.85	22.41	25.60	12.27	10.62	24.00	10.27	8.62
Others	0.32	1.42	0.85	1.66	2.42	2.43	3.41	4.62	2.00

*ND* not detected

### Transcriptome analysis

To explore the regulatory mechanisms of boosted growth and enhanced lipid content in C-169 in response to CO_2_ supplementation on transcriptomic level, cells from the 4th day were subjected to RNA extraction and digital gene expression (DGE) analysis. Three biological replicates from 0.04 % CO_2_ group (termed AG) and 2 % CO_2_ supplementation group (termed CG) were employed to guarantee statistically comparable and reliable data from DGE. 

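The cultures were Coccomyxa subellipsoidea C-169, a unicellular green alga, supplied with 0.04% CO2 (AG) or 2% CO2 (CG) and harvested on day 4. One DGE library was made from each of 3 cultures per group, named AG 1 to AG 3 and CG 1 to CG 3. The deposited table gives a read count and an RPKM value for 9409 genes in each of the 6 libraries, together with the authors' group means, log2 fold changes and FDR values. The counts summed to 3965553, 3825993 and 4969639 in AG 1, AG 2 and AG 3, and to 2674507, 2724210 and 3740989 in CG 1, CG 2 and CG 3. These sums equal the aligned reads of the paper's Table S2, which lists 5759178 to 9999804 total reads per library, and they are the depth behind the values derived from the counts. The authors mapped clean short reads with Bowtie to the transcript sequences of C-169 on Phytozome and allowed 1 mismatch. Reads in the sense and the antisense direction were both counted, so that a gene and an overlapping gene on the other strand cannot be told apart. Of all the deposited counts, 8.16% were not exactly whole numbers, in 1213 genes. This tally is an upper bound, since it includes values that are whole apart from rounding error, as in gene 65911. For genes with other fractions the counting could have divided reads between similar sequences. The counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test, CG against AG, with 3 libraries per group. The filter of edgeR for low counts kept 8637 genes, and TMM scaling factors were between 0.961 and 1.04. Levels are given as TMM-normalized CPM, with the SD over 3 libraries, and log2 fold changes are CG relative to AG. A gene is said to have risen or fallen where its Benjamini-Hochberg adjusted p was under 0.05, and to have met the paper's criteria where its log2 fold change was beyond 1 in size with an adjusted p under 0.001. Genes are identified by the numbers of the deposited table, and those drawn only in Fig. 4 are identified by their enzyme. The gene groups are those the paper names or draws, which the study chose on these same libraries, so that the direction of such a group is not independent evidence. Where the CG 1 library decided a value, the value without it is also given. A printed number of group members meeting the criteria is followed by that without another library, if this moved it by more than 1.5 times. Fits with 1 library fewer have less power, so a lower number there does not by itself show that a group rests on that library. Both tallies by gene group were chosen after the data had been seen.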

Raw data ranged from 5,750,178 to 9,999,804 reads per sample. After removing the low-quality sequences and adaptor sequences, over 46 million clean reads were generated. 

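Transcripts of most genes of the alga were found in every culture. At least 1 count was found for 9177, 9142 and 9190 genes in AG 1, AG 2 and AG 3, and for 9067, 9100 and 9132 genes in CG 1, CG 2 and CG 3. The 10 most abundant genes took 6.49 to 6.92% of the counts in the AG libraries and 5.91 to 6.75% in the CG libraries. RuBisCO (65708) was the most abundant gene named in the paper's text, at 8932, 8186 and 8634 CPM in AG 1, AG 2 and AG 3. The files hold no read-level data, so the matching of reads to genes was taken as deposited.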

Unambiguous reads that were uniquely matched to one gene of the reference genome with no more than one mismatch represented 9409 genes, approximately 96 % of the protein coding genes (*n* = 9851) in C-169. These reads were counted and normalized to RPKM values. Results of saturation analysis ensured that each sample had attained enough reads to approach saturation. The normalized read abundances from AG and CG libraries are compared in 3D scatter plots (Fig. 2a, b). 

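The 3 AG libraries resembled each other closely, while in CG the CG 1 library stood apart from CG 2 and CG 3. PEP carboxykinase, the enzyme that turns oxaloacetate into PEP, is an example: it was at 2941, 2853 and 3200 CPM in AG 1, AG 2 and AG 3, at 318 and 300.1 CPM in CG 2 and CG 3, and at 774.5 CPM in CG 1. Pearson's r between the authors' RPKM values, taken across the 9409 genes, was 0.9945, 0.9953 and 0.9921 for the AG pairs, with a mean of 0.994. Among the CG libraries r was 0.9954 for CG 2 with CG 3, 0.8143 for CG 1 with CG 2 and 0.7873 for CG 1 with CG 3, with a mean of 0.866. Without CG 1 the CG value is thus 0.9954. On log2 CPM, CG 1 correlated with CG 2 and CG 3 at 0.941 and 0.927, and with the AG libraries at 0.824 to 0.831. The first principal component of log2 CPM separated AG from CG and took 86.4% of the variance, and the second set CG 1 apart and took 8.9%. Genes are not independent replicates, so no p-value is attached to these coefficients.

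**Figure D1:**
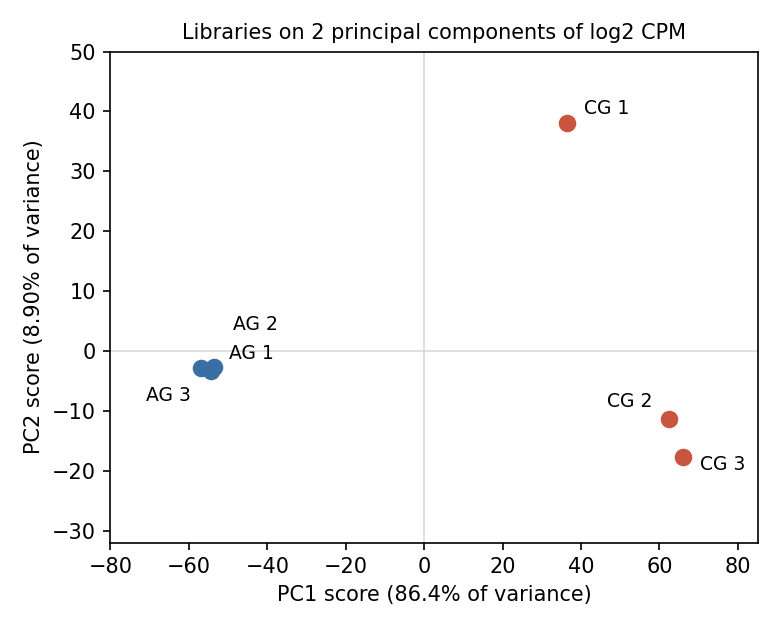
Scores of the 6 libraries on the first and second principal components of log2 CPM, in blue for AG and in red for CG. The AG libraries lie together at -57.0 to -53.5 on the first component, CG 2 and CG 3 lie at 62.5 and 66.0, and CG 1 lies at 36.5 on the first and 38.1 on the second component.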

High correlations among the three biological replicates indicated high degree of reproducibility, with an average Pearson’s correlation coefficient of *r* = 0.994 and *r* = 0.896 for the AG and CG replicates, respectively. A complete list of expression level and fold changes for all genes is presented in Additional file 1.

**Fig. 2:**
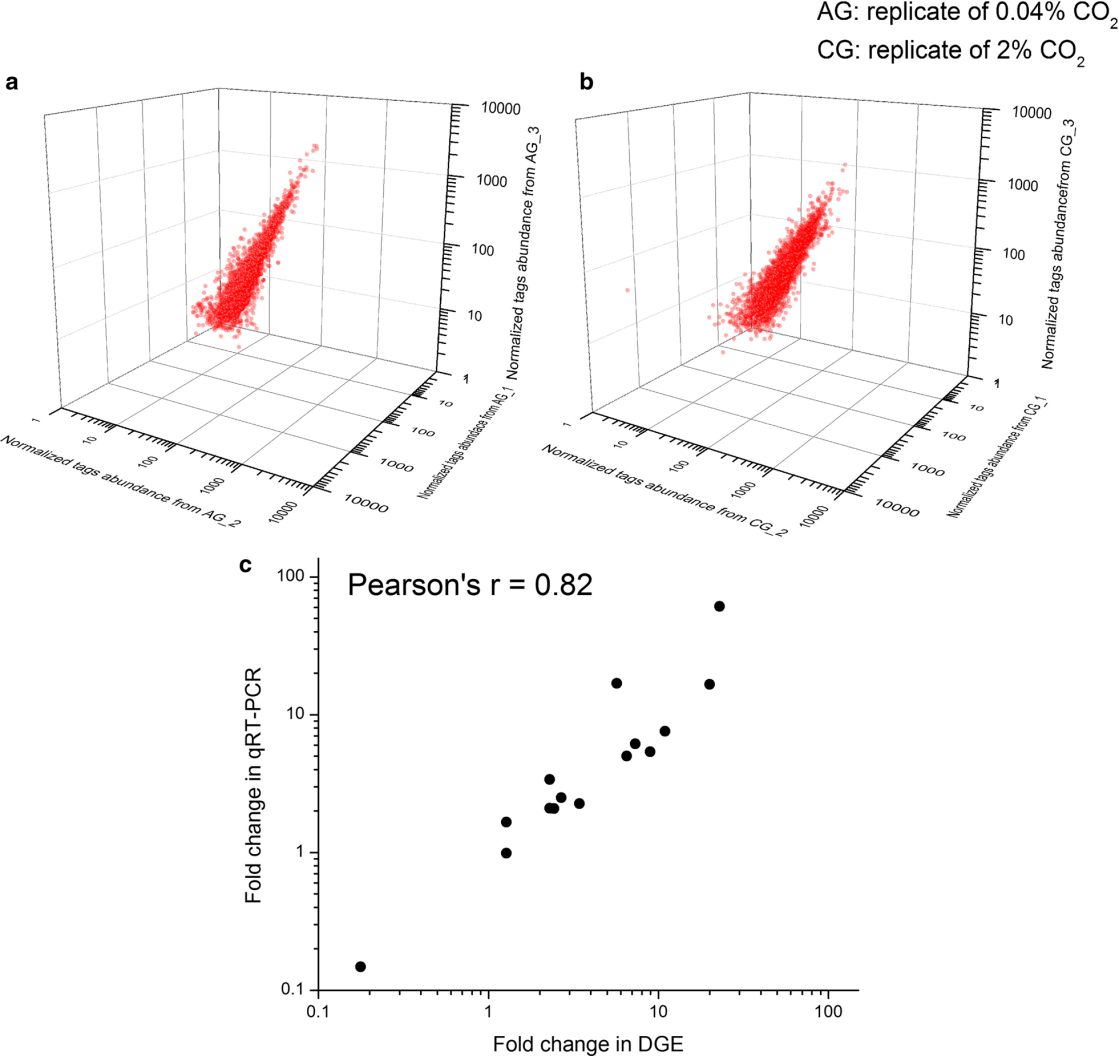
Reproducibility and reliability of the transcriptomic data. **a**, **b** The 3D scatter plots of normalized transcripts reads abundance. High correlations among three biological replicates of AG (0.04 % CO_2_) (**a**) and CG (2 % CO_2_) (**b**) indicated high degree of reproducibility of transcriptomic data. **c** DGE data were validated by quantitative RT-PCR via Pearson’s correlation coefficient

For brevity, unless otherwise stated, gene regulation hereafter refers to transcript abundance fold change (FC) of CG to AG. To sort out genes that were differentially regulated upon elevated CO_2_, mean RPKM values from two groups were compared. 

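Transcript levels differed between 2% and 0.04% CO2 for 4512 of the 8637 genes tested. In CG 2355 of them rose and 2157 fell at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The paper's criteria were met by 1171 genes, 687 higher and 484 lower. Among the 10 largest increases of genes that met them and reached 10 CPM in CG were a urea transporter (53548), a sodium/sulfate symporter (54015), a nucleoside transporter (62444), an ammonium transporter and a pair of clavaminate synthase-like proteins (33874, 54671). The other 4, and all of the 10 largest decreases, are not paired with names in the files. The largest decrease was that of gene 58389, with 3176 counts over the AG libraries and 3 over the CG libraries, a ratio of 805 at equal depth with a 95% counting interval from 275 to 3906, and its fitted log2 fold change of -9.50 became -10.46 without CG 1 and -8.81 without CG 3. Gene 65911 fell from 1590 ± 111 to 4.90 ± 1.35 CPM (SD, n = 3), a log2 fold change of -8.33 (standard error 0.26, adjusted p = 4.48e-06 from edgeR's quasi-likelihood test). The number of genes that met the paper's criteria moved with every library left out: it was 240, 285 and 243 without AG 1, AG 2 and AG 3, 2557 without CG 1, and 368 and 559 without CG 2 and CG 3. A fit with 1 library fewer has less power, which alone can lower the number. The falls without AG 1, AG 2 and AG 3 were much alike, so they do not single out a library. With the replicate numbers as a block in edgeR, 329 genes met them, and in DESeq2 2042. Counting intervals cover counting error only, since the reads carried no molecular identifiers.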

Using the criteria as |log_2_ fold change| > 1 and FDR < 0.001, 1737 differentially expressed genes (DEGs) were identified, with 871 up-regulated and 866 downregulated. To validate the DGE data, quantitative real-time PCR (qRT-PCR) analysis was performed on sixteen genes. Expression fold changes from qRT-PCR presented a high correlation with DGE (Fig. 2c), which further demonstrated the reliability of the transcriptomic data.

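Primers were designed for 15 target genes and for the reference gene RibL5 (54775). In the DGE libraries 10 of the 15 targets rose, 1 fell and 4 did not pass the test, and 11 rose when adjusted over the list alone. The paper's criteria were met by 7 of the 15 in edgeR and by 10 in DESeq2. In edgeR 4 met them without AG 1, AG 2 or AG 3, and 13 without CG 1. Ferredoxin 31164 rose most, and acetyl-CoA acyltransferase 54043 was the target that fell. The targets that rose also included the V-ATPase subunit A gene 25960, which went from 295 ± 10.7 CPM in AG to 2033 ± 521 CPM in CG (SD, n = 3), a log2 fold change of 2.78 (standard error 0.24, adjusted p = 0.000143 from edgeR's quasi-likelihood test). RuBisCO (65708), an ACCase (27575), acyl-ACP thioesterase (4465) and 3-oxoacyl-ACP synthase II (54810) did not pass. Each of these 4 passed in edgeR once CG 1 was left out, with log2 fold changes of 0.49, 0.65, 1.498 and 1.60, so that 14 of 15 targets then rose. For 27575 the sign also depended on CG 3, with a log2 fold change of -0.02 without it. The qRT-PCR values themselves were not analysed here.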

The transcripts detected in DGE dataset were further classified based on Gene Ontology (GO) term. Totally 3901 transcripts were assigned with 1110 GO term categories according to Gene Ontology consortium [22] (Additional file 1). GO enrichment analysis of DEGs indicated that upregulated genes were enriched in ATPase, proton transporter, tricarboxylic acid (TCA) cycle, nitrogen compound metabolism, while the downregulated genes were significantly enriched in photosynthesis, including light harvesting, photosystem I and photosystem II (Fig. 3).

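Genes of proton-pumping ATPases rose and genes of the photosystems fell in CG. Of the 12 genes listed under ATP hydrolysis coupled proton transport, 12 rose, with log2 fold changes from 1.23 to 2.91, and 11 met the paper's criteria, against 6, 4 and 5 in edgeR without AG 1, AG 2 and AG 3. They included 17630, matched to subunit H of the vacuolar ATPase, which drives protons across membranes with energy from ATP. Gene 17630 went from 44.0 ± 1.41 to 330.4 ± 44.7 CPM (SD, n = 3), a log2 fold change of 2.91 (standard error 0.15, adjusted p = 2.21e-05 from edgeR's quasi-likelihood test). Of the 6 genes under photosystem I, 6 fell, by log2 fold changes between -1.54 and -1.27, and of the 19 genes under photosynthesis, 17 fell and 2 rose. Of these 6 and 19 genes, 0 and 4 met the paper's criteria in edgeR and 6 and 16 in DESeq2, and in edgeR 6 and 18 did without CG 1 and 0 and 1 without any other library. The 2 that rose, 52389 and 911, are matched to minichromosome maintenance proteins, subunits of the helicase that opens DNA for replication. They had log2 fold changes of 3.93 (standard error 0.52, adjusted p = 0.000927) and 3.68 (standard error 0.43, adjusted p = 0.000563 from edgeR's quasi-likelihood test). Both had fractional counts in the same 2 libraries, CG 1 and CG 3, so that reads could have been divided between them. The numbers adjusted over each list alone were the same. These lists come from the first 291 of the 2593 entries of the sheet of enriched terms in Additional file 1, hold only genes that the authors had called, and name them by their best match in another species. No enrichment was therefore computed, and the terms not in that part were not analysed here.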

**Fig. 3:**
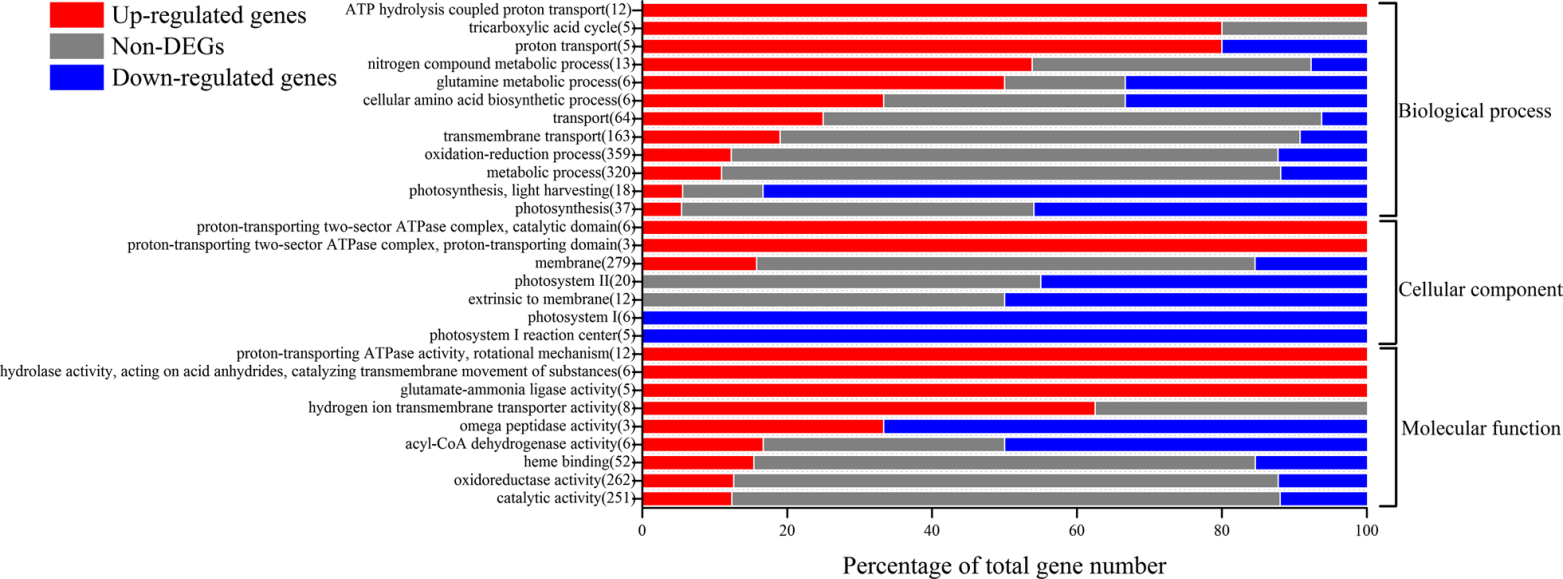
DEG-enriched GO terms. Regulatory profiles are presented as the percentage of up-regulated (*red*), downregulated genes (*blue*), and non-DEGs (*gray*) within each category of GO terms, in which DEGs were significantly enriched (*p* < 0.01)

With the annotation information of the transcripts in C-169 available on the JGI genome portal (http://www.genome.jgi.doe.gov/pages/dynamicOrganismDownload.jsf?organism=PhytozomeV10#), an overview of metabolic pathway regulation in response to CO_2_ supplementation was generated via iPath2.0 [23] (Additional file 2: Figure S1). With the help of KEGG (http://www.kegg.jp), DEGs were assigned to 147 KEGG pathways and significantly enriched in 28 KEGG pathways with *P* value <0.05, including carbon fixation, glycolysis/gluconeogenesis, TCA cycle, pentose phosphate pathway, nitrogen metabolism, oxidative phosphorylation, etc. (Additional file 1). Exploring the variations of these pathways revealed the remodeling of metabolism in C-169 upon high CO_2_ concentration.

#### Enhanced carbon fixation in Calvin cycle

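All 4 genes of carbon fixation drawn in Fig. 4a, those of phosphoglycerate kinase, glyceraldehyde-3-phosphate dehydrogenase, triosephosphate isomerase and the chloroplast aldolase, rose in CG. Their log2 fold changes were between 1.69 and 4.32, all 4 met the paper's criteria, against 1 in edgeR without AG 1, AG 2 or AG 3 and 2 without CG 2, and 4 passed when adjusted over the list alone. Triosephosphate isomerase, which interconverts the triose phosphates, rose from 267 ± 13.4 CPM in AG to 862 ± 121 CPM in CG (SD, n = 3), with an adjusted p of 0.000221 from edgeR's quasi-likelihood test. Since the study drew the genes from these libraries, their common direction is not independent evidence.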

Upon elevated CO_2_, genes associated with photosynthetic CO_2_ fixation, known as the Calvin cycle, were concertedly upregulated, some of which were statistically significant (Fig. 4a). Notably, genes encoding phosphoglycerate kinase (PGK) and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were significantly upregulated in CG cells. These two enzymes are crucial in the Calvin cycle, which, respectively, catalyze the phosphorylation and reduction of 3-carbon intermediates in the presence of ATP and NADPH to generate glyceraldehyde-3-phosphate. 

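GAPDH (26453), which reduces bisphosphoglycerate to glyceraldehyde-3-phosphate, rose most among the genes of the cycle drawn in Fig. 4a. Its level went from 114 ± 7.52 CPM in AG to 2282 ± 556 CPM in CG (SD, n = 3), a 20.0-fold increase with a log2 fold change of 4.32 (standard error 0.25, adjusted p = 3.76e-05 from edgeR's quasi-likelihood test). PGK, which phosphorylates phosphoglycerate with ATP, rose from 112 ± 0.898 to 396 ± 54.0 CPM, a 3.54-fold increase (adjusted p = 9.79e-05 from the same edgeR test). Both differences were far larger than the spread between the libraries of a group.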

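The chloroplast aldolase 34109, which joins triose phosphates into fructose-1,6-bisphosphate, rose from 1906 ± 70.7 CPM in AG to 6817 ± 1344 CPM in CG (SD, n = 3). The log2 fold change was 1.84 (standard error 0.22, adjusted p = 0.000568 from edgeR's quasi-likelihood test), and every CG library lay above every AG library. The identifiers of the other aldolase homologs are not given in the paper's text or in Fig. 4, so they are not analysed here.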

Interestingly, among four genes coding fructose-bisphosphatealdolase (ALDO) homologs, only the gene for the chloroplast homologs (34109) was upregulated to enhance conversion of glyceraldehyde-3-phosphate into d-fructose-1,6,-biphosphate. Also genes coding for enzymes in regenerating ribulose-1,5-biphosphate were upregulated coordinately. 

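RuBisCO (65708), the carboxylase of the Calvin cycle, was already very abundant in AG, at 8584 ± 375 CPM (SD, n = 3). In CG its level was 6693 CPM in CG 1, below every AG library, and 12370 and 11870 CPM in CG 2 and CG 3, above every AG library. Over all 6 libraries the log2 fold change was 0.26 (standard error 0.28, adjusted p = 0.461 from edgeR's quasi-likelihood test). The call rested on CG 1: without it the log2 fold change was 0.49 and the adjusted p was 0.000334 from the same edgeR test, while over the 16 other alternatives, with DESeq2 and limma among them, it was between 0.330 and 0.810.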

No significant upregulation was found in transcripts of RuBisCo (Ribulose-1, 5-bisphosphate carboxylase/oxygenase), the critical enzyme catalyzing the initial step of CO_2_ fixing, which might be regulated posttranscriptionally [24]. Upregulation of Calvin cycle genes implied that more carbon was fixed through the Calvin cycle to sustain rapid cell growth under high CO_2_ concentration, which was consistent with the increased carbon fixation rate in CG (Table 1). Enhanced carbon fixation raises higher demand of ATP and NADPH, which are normally generated from photophosphorylation, glycolysis, oxidative phosphorylation and pentose phosphate pathway.

**Fig. 4:**
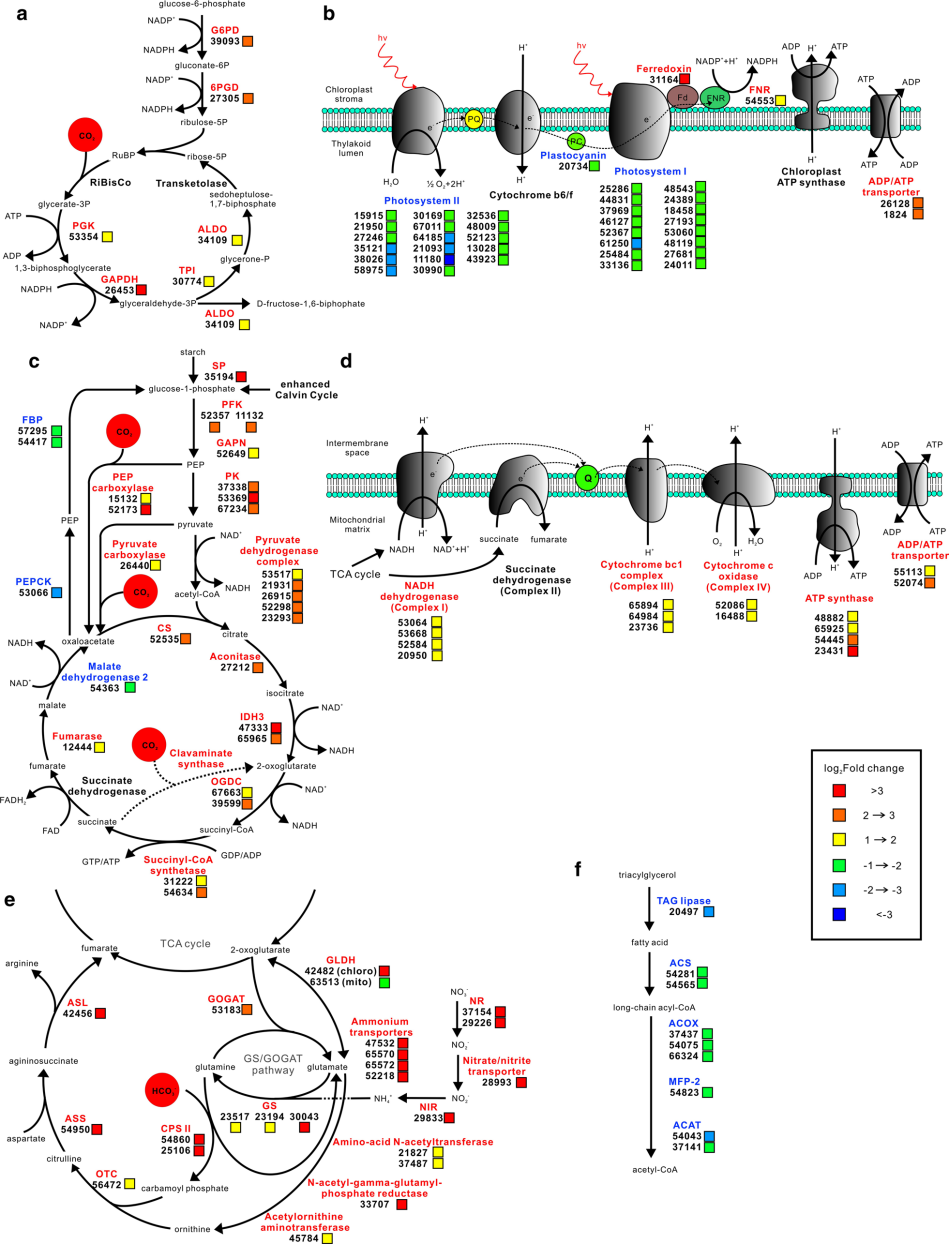
Changes in transcript abundance of genes involved in central metabolic pathways and bioprocesses in response to elevated CO_2_ in C-169. Significantly modulated pathways and bioprocesses are presented as **a** Calvin cycle and pentose phosphate pathway; **b** photosynthesis; **c** glycolysis, gluconeogenesis and TCA cycle; **d** oxidative phosphorylation; **e** nitrogen metabolism; **f** fatty acid degradation. Key enzymes are included in the map and presented as their names (in *red* up-regulated; in *blue* downregulated; in *black* relatively unchanged), gene IDs and fold changes as indicated by *color* *boxes*

#### Enhanced chloroplast oxidative pentose phosphate pathway

To fix more CO_2_ through Calvin cycle, C-169 chloroplasts required an increased supply of NADPH for the reductive reactions. Among others, oxidative pentose phosphate (OPP) pathway is a strategy to provide NADPH for biosynthetic processes. 

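6PGD, which oxidizes 6-phosphogluconate and releases NADPH and CO2, rose in the gene drawn in Fig. 4a. It went from 351 ± 11.0 CPM in AG to 1783 ± 229 CPM in CG (SD, n = 3), 5.07-fold, with an adjusted p of 7.11e-05 from edgeR's quasi-likelihood test. Every CG library was above every AG library, and the increase was several times the spread between libraries in either group. Gene 17252, annotated to the 6-phosphogluconate dehydrogenase family and not drawn, fell from 121 ± 7.11 to 38.2 ± 13.7 CPM. Its log2 fold change was -1.67 (standard error 0.23, adjusted p = 0.00112 from edgeR's quasi-likelihood test).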

The critical enzymes for OPP pathway, glucose-6-phosphate dehydrogenase (G6PD) and 6-phosphogluconate dehydrogenase (6PGD) were found to be upregulated more than fourfold (Fig. 4a). G6PD and 6PGD participate in the irreversible reactions of OPP pathway to generate NADPH and ribulose-5-phosphate [25, 26]. Interestingly, only the chloroplast G6PD (39093) was upregulated, while the cytoplasmic G6PD (66151) did not change significantly. Thus, it was suggested that the OPP pathway in chloroplast was notably enhanced to provide NADPH for carbon assimilation, and the side product ribulose-5-phosphate was employed through the Calvin cycle.

#### Remodeling of photosynthesis

It is well established that photophosphorylation in photosynthesis provides the assimilatory power (ATP and NADPH) for the Calvin cycle. Since C-169 enhanced the Calvin cycle to fix more carbon under CO_2_ supplementation, it was assumed that the photosynthesis was also enhanced simultaneously to provide metabolic energy. However, the transcriptomic data turned out that C-169 adopted another strategy (Fig. 4b). The expression of nearly all the light harvesting center proteins, in photosystem I as Lhca and in photosystem II as Lhcb, was dramatically reduced. 

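Genes of antenna proteins, which bind chlorophyll and pass light energy to the reaction centres, fell nearly throughout. Of the 16 genes listed under light harvesting in the part of Additional file 1 at hand, 15 fell and 1 rose, and the numbers adjusted over the list alone were the same. The paper's criteria were met by 1 of the 16 in edgeR and 15 in DESeq2, and in edgeR by 15 without CG 1 and 0 without AG 1, AG 2, AG 3 or CG 2. Their median log2 fold change was -1.59, and -2.00 without CG 1. Gene 7387, matched to a light-harvesting protein of photosystem I, fell from 923 ± 74.6 CPM in AG to 280 ± 146 CPM in CG (SD, n = 3), a log2 fold change of -1.72 (standard error 0.35, adjusted p = 0.00588 from edgeR's quasi-likelihood test). Gene 28488, matched to a chlorophyll a/b binding protein, fell from 2201 ± 251 to 1010 ± 197 CPM, with fractional counts in all 6 libraries. The member that rose was 66689, matched to another light-harvesting protein of photosystem I, at 12.9 ± 8.16 CPM in AG and 287 ± 152 CPM in CG, a log2 fold change of 4.49 (standard error 0.64, adjusted p = 0.00126 from edgeR's quasi-likelihood test). Of the 16 genes, 11 had fractional counts, so that reads of similar antenna genes could have been divided among them, and the list holds only genes that the authors had called.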

Correspondingly, the other components of photosystem I (PS I) and photosystem II (PS II) were notably downregulated. Though some of these components are encoded by chloroplast genome and cannot be detected by our transcriptomic analysis, expression of more than 50 % nuclear gene-encoded PSII components and all the nuclear gene-encoded PSI components were significantly suppressed. Such intensive shrink of PSI and PSII gene expression was consistent with the decreased chlorophyll fluorescence detected after the 8th day of 2 % CO_2_ (Fig. 1B). Together with the downregulation of other photosynthesis components such as the electron transporter plastocyanin, it was suggested that the photosynthesis apparatuses might be attenuated notably later. However, the expression of one of the chloroplast ferredoxins (31164) increased more than 20-fold, and ferredoxin–NADP^+^ reductase (FNR, 54553) was also upregulated. 

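Every photosystem gene of Fig. 4b that could be tested fell in CG. Photosystem II splits water and photosystem I reduces ferredoxin. These were 17 genes of photosystem II and 14 of photosystem I, and the numbers adjusted over each list alone were the same. Antenna genes from the light-harvesting list and the genes under the photosystem I term are among them, so these groups are not separate. Log2 fold changes were between -5.53 and -1.03 for photosystem II and between -2.12 and -1.18 for photosystem I. The largest fall was that of a photosystem II gene that went from 21.1 ± 3.63 to 0.413 ± 0.0914 CPM (SD, n = 3), with an adjusted p of 3.76e-05 from edgeR's quasi-likelihood test. The paper's criteria were met by 4 genes of photosystem II and by 0 of photosystem I in edgeR, by 14 of each in DESeq2, by 16 and 14 in edgeR without CG 1, and by 2 and 0 without AG 1, AG 2, CG 2 or CG 3 and 3 and 0 without AG 3, while all 31 passed at an adjusted p under 0.05 in edgeR. CG 1 lay between AG and the other CG libraries: the median over the photosystem I genes relative to the AG mean was -0.87 on the log2 scale in CG 1, -1.78 in CG 2 and -2.11 in CG 3. Without AG 1, AG 2, AG 3, CG 2 or CG 3, the calls of some photosystem genes, 5 of photosystem II and 1 of photosystem I in all, were lost, at adjusted p from 0.0504 to 0.104 in edgeR, and without CG 1 none was. Without CG 1 the log2 fold changes of -1.93 and -1.85 of a pair of photosystem II genes became -3.001 and -2.60, and those of -1.69 and -2.12 of a pair of photosystem I genes became -2.29 and -2.71. In limma on log2 RPKM with no filter, 1 more photosystem II gene did not pass, at an adjusted p of 0.0629. Fig. 4b draws 16 genes of photosystem I, of which 2 identifiers match no gene of the deposited table, and 13 of the 31 genes had fractional counts. The genes were chosen by the study on these libraries, which makes their direction no independent evidence.

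**Figure D2:**
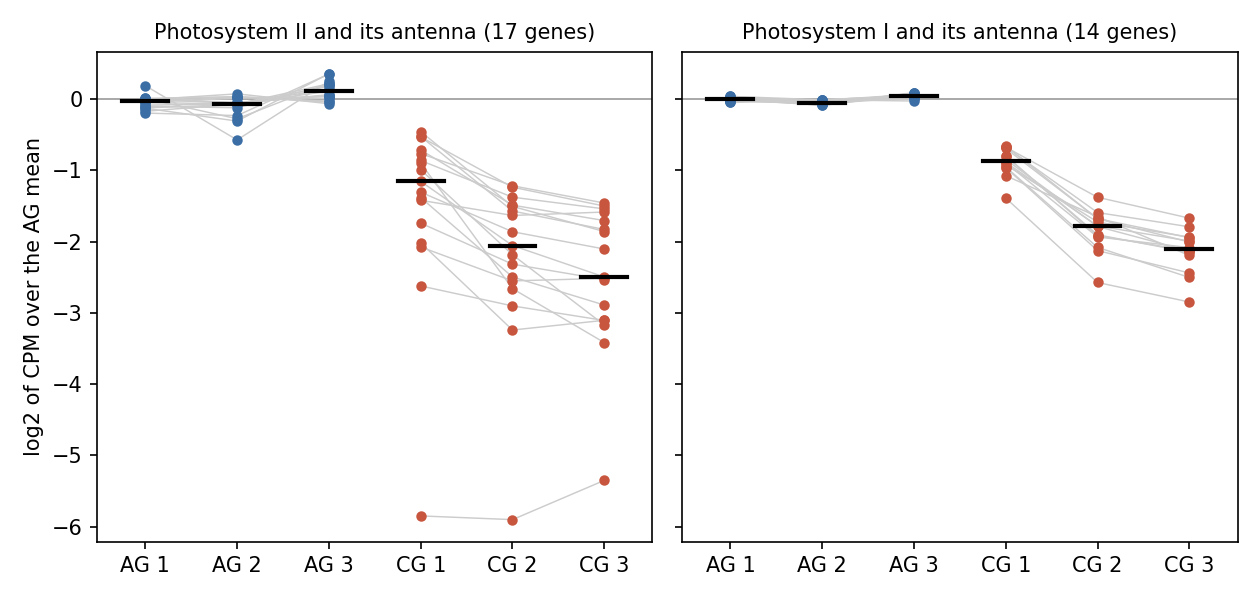
Log2 of each gene's CPM over its AG mean in the 6 libraries, for the 17 photosystem II genes on the left and the 14 photosystem I genes on the right, antenna genes included in both. Points are genes, in blue for AG and in red for CG, grey lines join the values of a gene, and black bars are medians, which for photosystem II were -1.16 in CG 1, -2.06 in CG 2 and -2.50 in CG 3.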

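Plastocyanin, the copper protein that carries electrons to photosystem I, fell with the photosystem genes. It went from 1385 ± 71.6 CPM in AG to 357 ± 152 CPM in CG (SD, n = 3), a log2 fold change of -1.96 (standard error 0.30, adjusted p = 0.00173 from edgeR's quasi-likelihood test). The difference exceeded the spread in both groups, although the spread was larger in CG.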

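Ferredoxin 31164 moved against the photosystem genes and did so evenly in all CG libraries. It was at 40.2, 47.6 and 41.6 CPM in AG 1, AG 2 and AG 3 and at 1030, 1007 and 935 CPM in CG 1, CG 2 and CG 3. This is a 23.0-fold increase, with a log2 fold change of 4.52 (standard error 0.16, adjusted p = 5.69e-06 from edgeR's quasi-likelihood test). FNR (54553), which passes electrons from ferredoxin to NADP+, rose from 467.5 ± 47.7 to 1444 ± 447 CPM (SD, n = 3), a log2 fold change of 1.63 (standard error 0.27, adjusted p = 0.00215 from edgeR's quasi-likelihood test). The counts of 54553 were fractional in 5 libraries.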

In non-cyclic photophosphorylation, ferredoxin is the last electron carrier that accepts electrons produced from sunlight-excited photosystem and transfers them to FNR to generate NADPH. Other than being the electron carriers in photosynthetic electron transport chain, ferredoxins are also electron donors of various cellular proteins, such as glutamate synthase, nitrate reductase and sulfite reductase. Notable upregulation of ferredoxin implied the active electron transport through redox state transition of ferredoxin, and suggested upregulated ferredoxin as a critical point to transfer electrons to various cellular proteins from large amount of reductant generated by enhanced photosynthesis at the early stage, which was indicated by higher Chl fluorescence during the first 6 days (Fig. 1B).

#### Enhanced glycolysis and suppressed gluconeogenesis

The gene encoding starch phosphorylase (35194) was significantly activated, indicating the upregulated starch degradation towards glucose. 

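Starch phosphorylase 35194, which releases glucose-1-phosphate from starch, rose from 321 ± 18.2 CPM in AG to 2670 ± 559 CPM in CG (SD, n = 3). The log2 fold change was 3.06 (standard error 0.22, adjusted p = 6.86e-05 from edgeR's quasi-likelihood test), an 8.33-fold increase. In CG 1 as in the other CG libraries the level was above every AG library, and the counts were fractional in 2 libraries. The gene met the paper's criteria, but in edgeR not without AG 1, AG 2 or AG 3.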

Coordinately, transcripts for critical enzymes in glycolysis and gluconeogenesis were found remarkably upregulated and downregulated, respectively. As the opposite catabolism and anabolism pathways of glucose, glycolysis and gluconeogenesis share most reversible enzymes while use different enzymes for the critical steps. Genes encoding critical enzymes of glycolysis, phosphofructokinase (PFK) and pyruvate kinase (PK) were found notably upregulated. These two enzymes catalyze the phosphorylation of fructose-6-phosphate to fructose-1,6-bisphosphate and the conversion of phosphoenolpyruvate (PEP) to pyruvate, respectively, which are the key regulatory steps in glycolysis. 

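Genes drawn for committed steps of glycolysis rose. Of the 6 genes drawn in Fig. 4c, a pair for PFK, 1 for the non-phosphorylating glyceraldehyde-3-phosphate dehydrogenase and 3 for PK, 6 rose, 6 passed when adjusted over the list alone and 5 met the paper's criteria, against 0 in edgeR without AG 1 or AG 3 and 2 without AG 2. The PFK genes rose 6.04-fold and 6.74-fold, with adjusted p of 8.80e-05 and 5.39e-05 from edgeR's quasi-likelihood test. The most abundant PK gene in CG went from 86.1 ± 3.68 to 634 ± 164 CPM (SD, n = 3), and the 3 PK genes rose 5.71-fold, 7.37-fold and 8.43-fold. The non-phosphorylating dehydrogenase, which makes NADPH in the cytosol, rose 3.13-fold (adjusted p = 0.00115 from edgeR's quasi-likelihood test) and was the gene that did not meet the criteria. Both PFK genes had fractional counts in the same 2 libraries, AG 1 and AG 2, so that reads could have been divided between them. The group was chosen by the study on these libraries.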

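The 3 genes of gluconeogenic enzymes drawn in Fig. 4c, 1 for PEPCK and a pair for cytoplasmic FBP, fell in CG, and 3 fell when adjusted over the list alone. PEPCK fell most, with a log2 fold change of -2.69 (standard error 0.40, adjusted p = 0.00148 from edgeR's quasi-likelihood test). The FBP genes fell from 113 ± 8.66 to 35.5 ± 22.0 CPM and from 76.5 ± 2.98 to 28.9 ± 3.68 CPM (SD, n = 3), with adjusted p of 0.00845 and 0.000186 from the same edgeR test, and the second of them met the paper's criteria, which in edgeR all 3 genes met without CG 1 and 0 without AG 1, AG 2, AG 3 or CG 2. CG 1 was the CG library nearest to AG for PEPCK. Without CG 1 the log2 fold changes became -3.28 for PEPCK and -2.32 for the first FBP gene. The study selected these genes on the same libraries, so their shared direction is not independent evidence.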

Correspondingly, genes encoding enzymes for the unique reactions in gluconeogenesis, PEP carboxykinase (PEPCK) and fructose-1,6-bisphosphatase (FBP) were significantly repressed. PEPCK catalyzes the conversion of oxaloacetate into PEP, and FBP is responsible for the conversion of fructose-1,6-biphosphate into fructose-6-phosphate. Other than cytoplasmic gluconeogenesis, FBP is also involved in chloroplast conversion of d-fructose-1,6-biphosphate into fructose-6-phosphate, using the product generated through Calvin cycle. It was interesting to find that expression of gene encoding chloroplast FBP (27479) was not significantly changed, different from its downregulated cytoplasm homologs that were involved in gluconeogenesis. Such variations indicated the precise regulation of gene expression in C-169 upon high CO_2_ concentration, and provided hints for its biotechnological modification.

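The chloroplast FBP gene 27479, which acts in the Calvin cycle, was at 271 ± 17.8 CPM in AG (SD, n = 3). In CG it was at 226 CPM in CG 1, below every AG library, and at 481 and 496.5 CPM in CG 2 and CG 3, above every AG library. Over the 6 libraries the log2 fold change was 0.57 (standard error 0.29, adjusted p = 0.142 from edgeR's quasi-likelihood test). Without CG 1 the log2 fold change was 0.85, with an adjusted p of 9.24e-07 from the same edgeR test, and over the 16 other alternatives in edgeR, DESeq2 and limma it was between 0.100 and 0.346.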

All together these gene regulation data implied that CO_2_ supplementation markedly enhanced glycolysis and suppress gluconeogenesis to provide building blocks and energy for rapid growth and lipid accumulation. But it seemed that there was one exception. The gene for pyruvate carboxylase (26440), which catalyzed the first step of gluconeogenesis, was notably upregulated. However, 26440 was predicted to localize in mitochondrion by LocTREE3 [27], and the reaction product oxaloacetate actually could be fueled into TCA cycle and consumed quickly by the accelerated TCA cycle.

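Pyruvate carboxylase 26440, which makes oxaloacetate from pyruvate and bicarbonate, rose by a modest but even amount. It went from 316 ± 4.21 CPM in AG to 723 ± 82.2 CPM in CG (SD, n = 3), a log2 fold change of 1.19 (standard error 0.14, adjusted p = 0.000568 from edgeR's quasi-likelihood test). Its counts were fractional in 3 libraries.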

#### Accelerated TCA cycle and enhanced oxidative phosphorylation

In accordance with enhanced glycolysis to generate more pyruvate, more than 50 % genes encoding components of the pyruvate dehydrogenase complex were upregulated in CG (Fig. 4c). 

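Of the 5 genes of the pyruvate dehydrogenase complex drawn in Fig. 4c, 4 rose and met the paper's criteria, and 4 rose when adjusted over the list alone. Only 1 met the criteria in edgeR without AG 1, AG 2 or AG 3. The 4 genes rose 4.25-fold to 4.99-fold, with adjusted p between 2.65e-05 and 0.000147 from edgeR's quasi-likelihood test. The remaining gene was at 136 ± 8.78 CPM in AG and 275 ± 165 CPM in CG (SD, n = 3), a log2 fold change of 1.02 (standard error 0.49, adjusted p = 0.124 from edgeR's quasi-likelihood test). Without CG 1 it had a log2 fold change of 1.44 with an adjusted p of 3.96e-09 from the same edgeR test, and all 5 genes then rose, while over the 16 other alternatives in edgeR, DESeq2 and limma its adjusted p was between 0.07945 and 0.307. The complex links glycolysis to the TCA cycle, and its genes were picked by the study on these libraries.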

Through this multienzyme complex, pyruvate is converted into acetyl-CoA to enter the TCA cycle. 

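Genes drawn in Fig. 4c for the TCA cycle, which oxidizes acetyl-CoA in the mitochondrion, rose from citrate synthase to fumarase. The 9 genes drawn in Fig. 4c for citrate synthase, aconitase, isocitrate dehydrogenase, the 2-oxoglutarate dehydrogenase complex, succinyl-CoA synthetase and fumarase all rose, 9 also when adjusted over the list alone, and 8 met the paper's criteria, against 2, 3 and 2 in edgeR without AG 1, AG 2 and AG 3 and 5 without CG 2. Log2 fold changes were between 1.32 and 3.60. An isocitrate dehydrogenase gene rose most, from 59.4 ± 5.83 CPM in AG to 718 ± 103 CPM in CG (SD, n = 3), with an adjusted p of 2.17e-05 from edgeR's quasi-likelihood test. Aconitase was the most abundant, at 647.5 ± 30.5 CPM in AG and 4416 ± 596 CPM in CG, a 6.82-fold increase with an adjusted p of 6.13e-05 from the same edgeR test. Fumarase rose 2.60-fold. The gene that did not meet the criteria encodes a part of the 2-oxoglutarate dehydrogenase complex, with an adjusted p of 0.00240 from edgeR's quasi-likelihood test. Gene 57881, annotated in Additional file 1 to the isocitrate and isopropylmalate dehydrogenase family and not drawn, fell, with a log2 fold change of -1.62 that became -2.60 without CG 1 and an adjusted p of 0.0410 in edgeR. Its call was lost without AG 1, AG 2, AG 3, CG 2 or CG 3, at adjusted p from 0.0812 to 0.114 in edgeR. As the study chose the 9 genes on these libraries, their common direction is not independent evidence.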

Impressively, genes coding nearly all the enzymes throughout the TCA cycle were consistently upregulated, including citrate synthase, aconitase, isocitrate dehydrogenase, oxoglutarate dehydrogenase, succinyl-CoA synthetase and fumarase (Fig. 4c). Their concerted upregulation could accelerate the TCA cycle to generate more NADH and GTP/ATP. However, the last step of TCA cycle, conversion of malate to oxaloacetate might be decelerated as the gene coding mitochondria malate dehydrogenase (54363) that catalyzes the reversible conversion between malate and oxaloacetate was significantly suppressed. Such downregulation was actually coordinated with the upregulated anaplerosis of oxaloacetate by PEP carboxylase and pyruvate carboxylase. 

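The mitochondrial malate dehydrogenase gene 54363 fell, while the genes drawn in Fig. 4c for the other steps of the cycle rose. It went from 209 ± 12.6 CPM in AG to 96.8 ± 28.3 CPM in CG (SD, n = 3), a log2 fold change of -1.12 (standard error 0.20, adjusted p = 0.00364 from edgeR's quasi-likelihood test). Every CG library was below every AG library, and 1 library had a fractional count. Gene 54363 did not meet the paper's criteria in edgeR, but did in DESeq2 and in edgeR without CG 1. Gene 29829, annotated to the lactate and malate dehydrogenase family and not drawn, rose and met the criteria. Its log2 fold change was 1.13 (standard error 0.13, adjusted p = 0.000467 from edgeR's quasi-likelihood test).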

Genes for PEP carboxylase (15132, 52173) and pyruvate carboxylase (26440) were dramatically upregulated to catalyze the carboxylation of PEP and pyruvate, respectively. 

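PEP carboxylase, which fixes bicarbonate onto PEP, rose in both of its genes. Gene 52173 went from 209 ± 14.3 CPM in AG to 2156 ± 471 CPM in CG (SD, n = 3), a log2 fold change of 3.37 (standard error 0.23, adjusted p = 5.52e-05 from edgeR's quasi-likelihood test). Gene 15132 was less abundant and went from 13.95 ± 0.7485 to 47.2 ± 9.77 CPM, a log2 fold change of 1.76 (standard error 0.18, adjusted p = 0.000294 from edgeR's quasi-likelihood test). Both had fractional counts in the same 4 libraries, AG 2, AG 3, CG 1 and CG 3, so that reads could have been divided between this pair. How many reads were divided is not known, so the rise of 15132 may not be separate from that of the more abundant 52173.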

External CO_2_ could be incorporated through these anaplerotic reactions to generate oxaloacetate and replenish the TCA cycle. Downregulation of mitochondria malate dehydrogenase (54363) might prevent the dissipation of oxaloacetate to malate in their reversible conversion. Broadened entries of the TCA cycle suggested by upregulation in genes responsible for generating oxaloacetate and acetyl-CoA, together with the upregulation of TCA cycle genes, implied that more metabolic energy and intermediates were generated through the accelerated TCA cycle to sustain robust cell growth and anabolism in C-169 under high CO_2_ concentration.

To further investigate whether the carboxylase activities were increased in CG cells as suggested by transcriptomic analysis, the activities of PEP carboxylase (PEPcase) and pyruvate carboxylase on the 4th day were analyzed. As expected, CG cells exhibited higher PEPcase and pyruvate carboxylase activities, which were 78.6 and 46.2 % higher than those of AG cells, respectively. Thus, it was inferred that the upregulated PEPcase and pyruvate carboxylase intensified the incorporation of external CO_2_, which led to the higher carbon fixation rate in CG (Table 1).

Metabolic energy and electrons captured in the form of reduced coenzymes, NADH or FADH2, are passed through electron transport chain to generate ATP in oxidative phosphorylation apparatus within the inner membrane of mitochondria (Fig. 4d). In accordance with accelerated TCA cycle, genes involved in electron transport and oxidative phosphorylation were found remarkably upregulated, including several subunits of the Complex I (NADH dehydrogenase), III (cytochrome bc1 complex), IV (cytochrome c oxidase) and ATP synthase. 

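Genes drawn for complexes of the mitochondrial electron transport chain rose. Of the 9 genes drawn in Fig. 4d for complexes I, III and IV, 8 match the deposited table, and all 8 rose, 8 when adjusted over the list alone, and met the paper's criteria, but 0 met them in edgeR without AG 1, AG 2 or AG 3 and 2 without CG 2. Their log2 fold changes lay between 1.03 and 1.79. The 4 complex I genes, which take electrons from NADH, rose 2.32-fold to 3.21-fold, and a complex IV gene, which passes electrons to oxygen, went from 131 ± 3.68 CPM in AG to 349 ± 11.5 CPM in CG (SD, n = 3), with an adjusted p of 9.86e-05 from edgeR's quasi-likelihood test. The identifier of 1 complex III gene of the figure matches no gene of the table. The study chose the genes on these libraries.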

Through the upregulated NADH dehydrogenase and cytochrome bc1 complex, more electrons carried by NADH and FADH2 might be passed to upregulated cytochrome C oxidase, and finally reached O_2_, the terminal electron acceptor. Using the proton gradients across the inner mitochondrial membrane generated by electron transport, ATP is synthesized by ATP synthase. Dramatically, more than 50 % genes coding ATP synthase were upregulated in CG (Fig. 4d). 

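The 4 mitochondrial ATP synthase genes drawn in Fig. 4d rose, 4 when adjusted over the list alone, and 3 met the paper's criteria, against 1 in edgeR without AG 1 or AG 3. The gene that rose most went from 873 ± 50.8 CPM in AG to 6813 ± 452 CPM in CG (SD, n = 3), a 7.80-fold increase with an adjusted p of 4.60e-05 from edgeR's quasi-likelihood test, and had fractional counts in 3 libraries. The others rose 2.34-fold, 2.46-fold and 5.14-fold. The gene with the smallest increase went from 1146 ± 32.9 to 2679 ± 286 CPM, with an adjusted p of 0.00101 from the same edgeR test, just outside the paper's criteria. All 4 were called by the study on these libraries, so their direction is not independent evidence.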

The metabolic energy from accelerated oxidation of nutrients and intermediates might finally be utilized to synthesize more ATP. Correspondingly, ADP/ATP transporter, the integral membrane protein responsible for transporting ATP outside and ADP inside mitochondria, was significantly upregulated. Therefore, it was inferred that the accelerated TCA cycle and enhanced oxidative phosphorylation ensured the adequate supply of ATP for sustaining rapid growth and biosynthetic processes under high CO_2_ concentration.

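ADP/ATP transporters exchange ATP for ADP across organelle membranes. All 4 genes, a pair drawn in Fig. 4d and another in Fig. 4b, rose, 4 when adjusted over the list alone, and 3 met the paper's criteria, against 0 in edgeR without AG 1, AG 2, AG 3 or CG 2 and 1 without CG 3. The more abundant gene of Fig. 4d went from 387 ± 12.7 CPM in AG to 1616 ± 362 CPM in CG (SD, n = 3), a 4.18-fold increase with an adjusted p of 0.000295 from edgeR's quasi-likelihood test. The other gene of that panel rose from 4.07 ± 1.615 to 12.7 ± 3.02 CPM, with an adjusted p of 0.00456 from the same edgeR test. Fractional counts occurred in 2 of the 4 genes, the pair of Fig. 4d, and in the same 4 libraries. Reads could have been divided between this pair, so the rise of the rarer gene may not be separate from that of the other. From the rise of the TCA cycle, of the respiratory complexes with ATP synthase, and of the ADP/ATP transporters in these libraries, the paper reasons that ATP was adequately supplied for growth and biosynthesis at high CO2.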

#### Upregulated nitrogen acquisition and assimilation

Since the carbon/nitrogen (C/N) balance is critical for cell growth, genes involved in nitrogen acquisition and assimilation showed strong upregulation in CG (Fig. 4e). 

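Genes drawn for the uptake of nitrate and ammonium rose in CG. The nitrate/nitrite transporter and 4 ammonium transporters drawn in Fig. 4e all rose and met the paper's criteria, 5 when adjusted over the list alone. The ammonium transporters 65570 and 65572 went from 17.2 ± 1.25 and 14.2 ± 1.16 CPM in AG to 1088 ± 47.4 and 1231 ± 26.2 CPM in CG (SD, n = 3), 63.0-fold and 86.5-fold, with adjusted p of 4.43e-06 and 4.20e-06 from edgeR's quasi-likelihood test. The nitrate/nitrite transporter rose 24.9-fold, and the most abundant ammonium transporter rose 9.29-fold. The largest change was that of an ammonium transporter near 0 in AG, at 2.58 ± 1.02 CPM, which reached 726 CPM in CG 1 and 2552 and 2694 CPM in CG 2 and CG 3, a log2 fold change of 9.60 (standard error 0.72, adjusted p = 8.85e-05 from edgeR's quasi-likelihood test). Genes 65570 and 65572 had fractional counts in the same 2 libraries, CG 1 and CG 2, so that reads could have been divided between them. As elsewhere, the study picked the genes on these libraries.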

The genes coding nitrate/nitrite transporter and several ammonium transporters were all dramatically upregulated, ranging from nearly 10- to more than 100-fold. Both nitrate reductase and nitrite reductase were notably upregulated to assimilate extracellular nitrogen into ammonium.

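Nitrite reductase (29833), which takes electrons from ferredoxin to make ammonium, rose from 57.7 ± 3.92 CPM in AG to 2145 ± 121 CPM in CG (SD, n = 3), a 37.2-fold increase with an adjusted p of 5.64e-06 from edgeR's quasi-likelihood test. A pair of nitrate reductase genes rose 8.25-fold and 11.8-fold, with adjusted p of 5.33e-05 and 0.000294 from the same edgeR test. One of them was higher in CG 1, at 966 CPM, than in CG 2 and CG 3, at 402 and 478 CPM. These 3 genes met the paper's criteria, against 1 in edgeR without AG 1.

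**Figure D3:**
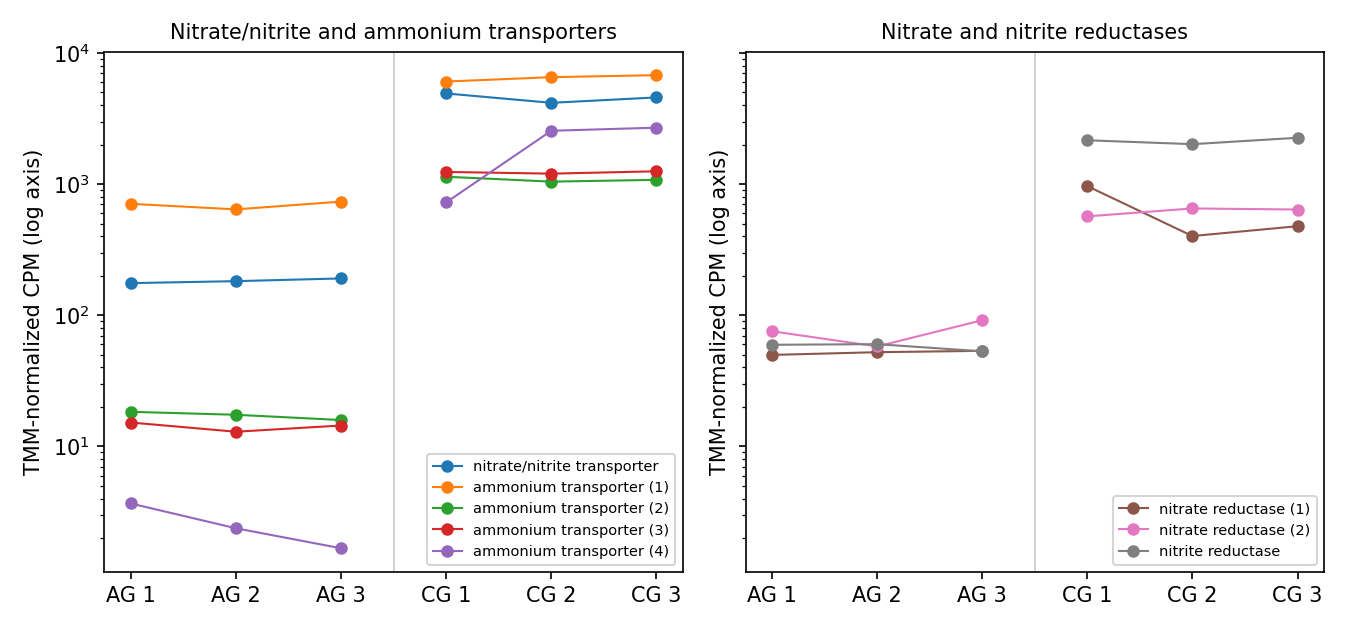
TMM-normalized CPM on a log axis in the 6 libraries, for the nitrate/nitrite transporter and the 4 ammonium transporters on the left and for the reductases on the right. Points joined by a line are the values of a gene, and for each gene every CG library lies above every AG library, as for nitrite reductase with 2145 CPM on average in CG.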

Among the three enzymatic reactions introducing ammonium into organic molecules, glutamate dehydrogenase (GLDH) and glutamine synthetase (GS) are responsible for most of the ammonium assimilated into carbon compounds under nitrogen-rich environment; while the third one, carbamoyl-phosphate synthetase (CPS), was important during nitrogen starvation [24, 28, 29]. In CG, the gene coding mitochondrion GLDH was downregulated, while the chloroplast GLDH was upregulated. 

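The genes of glutamate dehydrogenase, which interconverts glutamate and 2-oxoglutarate with ammonium, moved in opposite directions. The chloroplast gene rose from 119 ± 8.73 CPM in AG to 1156 ± 178 CPM in CG (SD, n = 3), a log2 fold change of 3.28 (standard error 0.18, adjusted p = 3.14e-05 from edgeR's quasi-likelihood test). The mitochondrial gene fell from 258 ± 11.2 to 99.8 ± 4.75 CPM, a log2 fold change of -1.37 (standard error 0.11, adjusted p = 0.000106 from edgeR's quasi-likelihood test), with fractional counts in 2 libraries. Both met the paper's criteria, and 1 did in edgeR without AG 1, AG 2, AG 3 or CG 2, with the assignment to chloroplast and mitochondrion taken from Fig. 4e.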

Other than synthesizing glutamate, GLDH also acts in the catabolic direction to generate 2-oxoglutarate from glutamate. Given the highly suppressed gene expression of photosynthetic apparatuses and the decrease in chlorophyll fluorescence at the later stage in CG, upregulation of chloroplast GLDH might play a prominent role in the catabolism and cannibalization of photosynthetic proteins at the later stage. 

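Glutamine synthetase, which adds ammonium to glutamate, rose in the 3 genes drawn in Fig. 4e, and all 3 met the paper's criteria, against 1 in edgeR without any library other than CG 1. The most abundant went from 1450 ± 43.5 CPM in AG to 3767 ± 562 CPM in CG (SD, n = 3), a 2.60-fold increase with an adjusted p of 0.000999 from edgeR's quasi-likelihood test. Another rose 2.89-fold. The remaining gene was nearly silent in AG, at 0.945 ± 0.269 CPM, and reached 93.1 ± 24.4 CPM in CG, 93.2-fold, with an adjusted p of 2.53e-05 from the same edgeR test. The first of these genes, and the gene that rose 2.89-fold, had a fractional count in the same library, CG 3, so that reads could have been divided between them. The fourth homolog is not identified in the paper's text or Fig. 4 and was not analysed here.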

Three out of four glutamine synthetase (GS) homologs were upregulated significantly. GS catalyzes the ATP-dependent amidation of glutamate to form glutamine. As the most abundant amino acid in many organisms, glutamine is a major nitrogen donor in the biosynthesis of many organic N compounds such as purines, pyrimidines, and other amino acids. Thus, the upregulated GS might supply substantial nitrogen for cellular anabolism. Other than GLDH, there was an alternative mode to replenish the glutamate consumed by the upregulated GS reaction. 

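The GOGAT gene, whose enzyme moves the amide nitrogen of glutamine to 2-oxoglutarate, rose from 365.5 ± 31.7 CPM in AG to 2027 ± 117.5 CPM in CG (SD, n = 3). The log2 fold change was 2.47 (standard error 0.16, adjusted p = 5.33e-05 from edgeR's quasi-likelihood test). The spread between libraries was small against this difference in both groups, and 1 library had a fractional count. The gene met the paper's criteria, but in edgeR not without AG 1 or AG 3.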

The gene for glutamate synthase (also known as GOGAT, glutamate oxoglutarate aminotransferase) was notably upregulated. Upregulation of GS/GOGAT pathway was also observed in diatom *P. tricornutum* under nitrogen stress [28].

Instead of having carbamoyl-phosphate synthetase I (CPS I) that catalyzes the incorporation of ammonium with bicarbonate to generate carbamoyl-phosphate, C-169 contains CPS II that synthesizes carbamoyl-phosphate with glutamine as amido-N-donor (Fig. 4e). Both the large and small subunits (25106, 54860) of CPS II were significantly upregulated. Together, upregulated GS/GOGAT and CPSII constituted an enhanced ammonium assimilation pathway to incorporate bicarbonate into carbamoyl-phosphate, which is the precursor for arginine and pyrimidine synthesis and intermediate in the ornithine–urea cycle. 

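Carbamoyl-phosphate synthetase II, which makes carbamoyl-phosphate from glutamine and bicarbonate, rose in both genes. Gene 25106 went from 333 ± 13.4 CPM in AG to 3264 ± 459.6 CPM in CG (SD, n = 3), a log2 fold change of 3.29 (standard error 0.19, adjusted p = 3.82e-05 from edgeR's quasi-likelihood test). Gene 54860 went from 132.5 ± 7.28 to 1116 ± 129 CPM, a log2 fold change of 3.07 (standard error 0.16, adjusted p = 2.53e-05 from edgeR's quasi-likelihood test).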

Genes involved in the next several reactions of ornithine pathway showed consistent upregulation to generate arginine and fumarate, including ornithine transcarboxylase (OTC), argininosuccinate synthase (ASS) and argininosuccinate lyase (ASL) (Fig. 4e). 

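The branch that leads from ornithine to arginine rose in all 3 genes drawn in Fig. 4e, and all 3 met the paper's criteria, against 1 in edgeR without AG 1, AG 2 or AG 3. ASS, which joins citrulline and aspartate, rose from 17.9 ± 4.06 CPM in AG to 370.1 ± 126 CPM in CG (SD, n = 3), a 20.7-fold increase with an adjusted p of 9.45e-05 from edgeR's quasi-likelihood test. ASL, which splits argininosuccinate into arginine and fumarate, rose from 12.75 ± 1.03 to 237 ± 62.1 CPM, 18.55-fold. OTC rose less, from 54.8 ± 3.05 to 205 ± 28.1 CPM, a log2 fold change of 1.90 (standard error 0.14, adjusted p = 6.93e-05 from edgeR's quasi-likelihood test). The study called these 3 genes on the same libraries.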

C-169 does not possess a complete urea cycle, since it lacks the gene for arginase, the last enzyme of urea cycle to breakdown arginine into urea and regenerate ornithine [29]. However, genes involved in the alternative route to generate ornithine from glutamate showed strong upregulation. Thus, C-169 might employ GS/GOGAT and the specific ornithine pathway to incorporate ammonium and bicarbonate into arginine and replenish the TCA cycle through fumarate upon elevated CO_2_. 

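Ornithine can be made from glutamate through acetylated intermediates, and the 4 genes of this route in Fig. 4e rose and met the paper's criteria, 4 when adjusted over the list alone. In edgeR 0 of them met the criteria without AG 1, AG 2 or AG 3, and 1 without CG 2. N-acetyl-gamma-glutamyl-phosphate reductase rose most, from 85.2 ± 2.88 CPM in AG to 367 ± 66.2 CPM in CG (SD, n = 3), a 4.31-fold increase with an adjusted p of 9.78e-05 from edgeR's quasi-likelihood test. Acetylornithine aminotransferase rose 3.31-fold, and a pair of amino-acid N-acetyltransferase genes rose 2.59-fold and 3.11-fold. The genes were drawn from the study's own calls on these libraries, which makes their direction no independent evidence.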

The ammonium and bicarbonate might come from extracellular environment, given the high CO_2_ concentration and intensified nitrogen acquisition and assimilation; they might also be derived from the catabolism and cannibalization of preexistent amino acid and protein.

#### Lipid metabolism

Suppressed triacylglycerol (TAG) hydrolysis and fatty acid (FA) degradation was found in CG cells (Fig. 4f). 

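TAG lipase 20497, which releases fatty acids from stored TAG, was at 367 ± 26.1 CPM in AG and 51.6 ± 9.77 CPM in CG (SD, n = 3). The log2 fold change was -2.84 (standard error 0.18, adjusted p = 4.26e-05 from edgeR's quasi-likelihood test). All 3 CG libraries were below all AG libraries.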

The expression of TAG lipase (20497) that catalyzed the hydrolysis of TAG was significantly repressed. Genes involved in FA β-oxidation were generally downregulated, some of which reached significant level. Acyl-CoA synthetase (ACS) catalyzes the initial step of FA degradation through activation of FA with Coenzyme A. Two out of five ACS homologs were significantly downregulated. 

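Acyl-CoA synthetases, which activate fatty acids with coenzyme A, fell in both genes drawn in Fig. 4f. One went from 813 ± 58.9 CPM in AG to 230.4 ± 136 CPM in CG (SD, n = 3), a log2 fold change of -1.82 (standard error 0.39, adjusted p = 0.00678 from edgeR's quasi-likelihood test), and had fractional counts in 3 libraries. The other went from a mean of 1408 CPM to 657.7 CPM, a log2 fold change of -1.10 (standard error 0.22, adjusted p = 0.00561 from edgeR's quasi-likelihood test). Neither met the paper's criteria in this test, and both did in DESeq2 and in edgeR without CG 1, but 0 without any other library. CG 1 lay nearest to AG in the first, for which the log2 fold change without CG 1 was -2.42. The homologs not drawn in the figure are not identified in the text and were not analysed here.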

Following FA activation, cyclic reactions lead to a complete degradation of FA via the repeated cleavage of acetate units from the thiol end of FA [30]. 

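Genes drawn for fatty acid β-oxidation, which shortens acyl-CoA in repeated cycles, fell in CG. All 6 genes drawn in Fig. 4f, 3 for ACOX, 1 for MFP-2 and a pair for ACAT, fell, 6 when adjusted over the list alone, and 2 ACOX genes met the paper's criteria in edgeR, against 4 of the 6 genes in DESeq2 and in edgeR all 6 without CG 1 and 0 without any other library. ACAT 54043, the last step of the cycle, fell most, from 3107 ± 123 CPM in AG to 520.1 ± 347 CPM in CG (SD, n = 3), a log2 fold change of -2.58 (standard error 0.45, adjusted p = 0.00297 from edgeR's quasi-likelihood test). MFP-2 fell from 898 ± 43.7 to 259 ± 155 CPM, with an adjusted p of 0.00739 from the same edgeR test. The ACOX genes had log2 fold changes of -2.04, -1.10 and -1.10. CG 1 lay between AG and the other CG libraries in this group, whose median log2 fold change was -1.67 with it and -2.29 without it, and without it the log2 fold changes were -3.28 for 54043, -2.40 for MFP-2, which was at -1.79 with it, and -2.25 for the second ACAT gene, which was at -1.56 with it. An ACOX gene lost its call without AG 1, AG 2, AG 3, CG 2 or CG 3, with adjusted p from 0.06725 to 0.100, and the second ACAT gene lost it without AG 2 or CG 2, with adjusted p of 0.0551 and 0.0529, all from edgeR's quasi-likelihood test. These genes were selected by the study on the same libraries, so their direction is not independent evidence.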

Genes involved in these repetitive reactions showed consistent downregulation in CG cells, including genes coding acyl-CoA oxidase (ACOX), enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase (MFP-2) and acetyl-CoA acyltransferase (ACAT). Lipid hydrolysis and FA degradation yield large amount of ATP through complete oxidation. Given the accelerated TCA cycle and enhanced oxidative phosphorylation in CG cells, it seemed that enough metabolic energy could be generated through these routes. Thus, lipid hydrolysis and FA degradation might be slowed down, which contributed to the increased lipid content observed at the later stage of CG cells.

Though the lipid content was slightly higher in CG than AG cells on the 4th day, it was subsequently enhanced over time in CG cells (Fig. 1D). Genes involved in lipid biosynthesis were usually reported to be upregulated in lipid-producing microalgae [19]. But on the 4th day, when the FA content difference was relatively small between 0.04 and 2 % CO_2_, it was reasonable to observe that the upregulation of genes involved in fatty acid biosynthesis and elongation was not as remarkable as the downregulation of genes involved in fatty acid degradation. 

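The 3-ketoacyl-CoA synthase gene 48328, whose product elongates fatty acids, was close to silent in AG and expressed in every CG library. It had 3 counts in all over the AG libraries and 207 over the CG libraries. At equal depth this is a ratio of 90.7, with a 95% counting interval from 30.6 to 444, and the adjusted p was 0.000104 from edgeR's quasi-likelihood test. In CG it stayed at a low level, 22.7 ± 6.63 CPM (SD, n = 3). The fitted log2 fold change of 6.35 became 7.06 without AG 3. Of the 4 other 3-ketoacyl-CoA synthases and the 6 other fatty acid synthesis genes named by the paper, 0 met the paper's criteria in edgeR and 2 of each did in DESeq2, while 4 and 5 did in edgeR without CG 1 and 0 without any other library.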

Using the strict criteria of DEG as |log_2_ fold change| > 1 and FDR < 0.001, only one gene involved in fatty acid biosynthesis and elongation, 48328 (fatty acid elongase 3-ketoacyl-CoA synthase 1) was significantly upregulated on the 4th day. However, a series of genes were found upregulated when using the less strict criteria as |log_2_ fold change| > 1 and FDR < 0.05 (Additional file 1). They included genes encoding acetyl-CoA carboxylase subunit (ACCase subunit, 65159), fatty acid synthase (FAS, 49000) and several 3-ketoacyl-CoA synthases. 

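Genes of fatty acid synthesis were higher in CG 2 and CG 3 than in AG, and CG 1 was below CG 2 and CG 3 in all 6 of them. Of the 6 such genes named in the text or in Table S3, apart from the elongases, 3 rose, 0 fell and 3 did not pass, and 4 rose when adjusted over the list alone. The ACCase subunit gene 65159, for the step that commits acetyl-CoA to fatty acids, was at 110.5 ± 6.02 CPM in AG (SD, n = 3), at 141 CPM in CG 1 and at 457 and 470.3 CPM in CG 2 and CG 3. Its log2 fold change was 1.69 (standard error 0.42, adjusted p = 0.0134 from edgeR's quasi-likelihood test). Acyl-ACP thioesterase 4465, which releases fatty acids from their carrier, had a log2 fold change of 1.12 (standard error 0.41, adjusted p = 0.0566 from edgeR's quasi-likelihood test), and passed with library totals or the upper quartile as scaling and in DESeq2, with adjusted p from 0.0248 to 0.0483. The 3-oxoacyl-ACP synthase II gene 54810 had a log2 fold change of 1.11 (adjusted p = 0.179), and the ACCase gene 27575 one of 0.26 (adjusted p = 0.627 from edgeR's quasi-likelihood test). Without CG 1 all 6 rose, with adjusted p of 2.40e-08 for 4465, 4.535e-09 for 54810 and 1.83e-05 for 27575 in edgeR, and over the 16 other alternatives in edgeR, DESeq2 and limma these were 0.0248 to 0.162, 0.1215 to 0.452 and 0.515 to 0.971. Without AG 1, AG 2 or AG 3 the call of 65159 was lost, with adjusted p of 0.0564, 0.0528 and 0.0527 in edgeR.

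**Figure D4:**
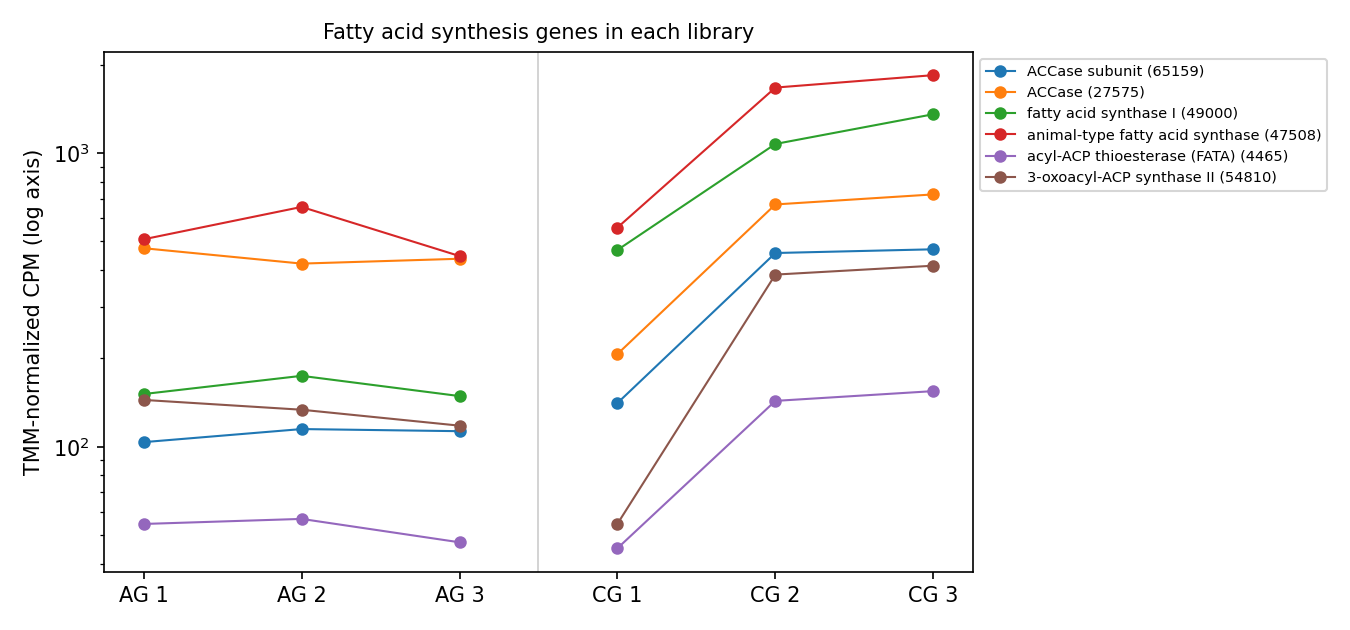
TMM-normalized CPM on a log axis of 6 fatty acid synthesis genes in the 6 libraries, with a line joining the values of a gene in each group. In CG 1 genes 4465, 54810 and 27575 are at 45.1, 54.7 and 207 CPM, below every AG library, and in CG 2 and CG 3 all 6 genes lie above every AG library.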

ACCase catalyzes the first and committed step of FA biosynthesis through generation of malonyl-CoA from acetyl-CoA [31]. Subsequently, malonyl-CoA is transferred to an acyl-carrier protein, which is followed by a series of repetitive reactions catalyzed by FAS. Based on annotation of genomic data, C-169 is the only known Plantae member to have both the plant-type FAS (FAS II) and the animal-type FAS (FAS I) [18]. In CG cells, gene coding one FAS I (49000) was upregulated, thus providing experimental evidence that the animal-type FAS was functional in C-169 and contributed to lipid accumulation upon elevated CO_2_. 

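The animal-type fatty acid synthase 49000, a single large protein that carries out all steps of chain growth, rose from 158 ± 14.2 CPM in AG to 966 ± 454 CPM in CG (SD, n = 3). It was at 468 CPM in CG 1 and at 1074 and 1356 CPM in CG 2 and CG 3, a log2 fold change of 2.61 (standard error 0.38, adjusted p = 0.00136 from edgeR's quasi-likelihood test). A second animal-type synthase gene, 47508, was at 537 ± 107.5 CPM in AG and at 558, 1671 and 1842 CPM in CG 1, CG 2 and CG 3. It rose with a log2 fold change of 1.34 (standard error 0.43, adjusted p = 0.0361 from edgeR's quasi-likelihood test), a call that was lost without AG 1, AG 2, AG 3, CG 2 or CG 3, at adjusted p from 0.07295 to 0.124 in edgeR. The call of 47508 was also lost with the replicate block, at an adjusted p of 0.0598, and in limma on log2 RPKM, at adjusted p from 0.0527 to 0.0590. Both genes had fractional counts, in 6 and 4 libraries, so that their reads could have been divided with similar sequences.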

Five 3-ketoacyl-CoA synthase homologs, 48328, 12119, 12451, 18441 and 64433, were also upregulated to build the long-chain fatty acid. 

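The 3-ketoacyl-CoA synthases, which catalyse the first step of each elongation cycle, rose in all 5 genes, 5 when adjusted over the list alone, and 1 met the paper's criteria in edgeR, against 5 without CG 1 and 0 without AG 1, AG 2 or AG 3. The most abundant in CG, 64433, went from 259 ± 45.9 CPM in AG to 756 ± 308.5 CPM in CG (SD, n = 3), a log2 fold change of 1.55 (standard error 0.34, adjusted p = 0.00790 from edgeR's quasi-likelihood test). Gene 12451 was a rare transcript, at 1.86 ± 0.258 CPM in AG and 6.26 ± 2.04 CPM in CG, with an adjusted p of 0.00407 from the same edgeR test. Genes 18441 and 12119 had log2 fold changes of 1.06 and 0.96, with adjusted p of 0.0109 and 0.0263 from edgeR's quasi-likelihood test and with fractional counts in 5 and 3 libraries. Without AG 1, AG 2, AG 3, CG 2 or CG 3 the call of 12119 was lost, at adjusted p from 0.07265 to 0.0943, and that of 18441 was lost without AG 2 or AG 3, at 0.0509 and 0.0516, all in edgeR. With the replicate block 12119 had an adjusted p of 0.0540 in edgeR. Chosen by the study on these libraries, the 5 genes give no independent evidence of their direction.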

Increased gene expression of ACCase, FAS and 3-ketoacyl-CoA synthases implied an upregulated trend in fatty acid biosynthesis, which should be investigated further at the later stage of elevated CO_2_.

#### Other DEG-enriched gene families

Last but not least, DEGs were interestingly found to enrich in some gene families other than those mentioned above. Among the 100 most upregulated genes, 15 encode transporters for different nutrients (Additional file 1). They were, for example, urea transporter (53548, 30678), sodium/sulfate symporter (54015), nucleoside transporter (62444), amino acid transporter (36205), sodium/dicarboxylate symporter (17172), sodium-dependent phosphate transporter (13678), as well as the ammonium transporter (65570, 65572, 65518). Thus, on the 4th day, CG cells mobilized many transporters for various nutrients to sustain rapid growth.

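Several nutrient transporters were nearly silent in AG and abundant in CG. Of the 10 transporter genes listed, 9 rose and met the paper's criteria and 1 fell, with the same numbers when adjusted over the list alone. Urea transporter 53548 had 1 count over the AG libraries and 5437 over the CG libraries, a ratio of 7149 at equal depth with a 95% counting interval from 1282 to 282400, and its fitted log2 fold change of 12.27 became 14.00 without AG 2. The other urea transporter, 30678, was well measured in both groups and went from 44.1 ± 6.42 CPM in AG to 2493 ± 175.5 CPM in CG (SD, n = 3), 56.5-fold. The sodium/sulfate symporter 54015 rose from 0.578 ± 0.416 to 816.7 ± 99.01 CPM, with an adjusted p of 4.81e-06 from edgeR's quasi-likelihood test, and its log2 fold change of 10.41 became 11.05 without AG 1. Log2 fold changes were 8.52 for the nucleoside transporter 62444, 6.66 for the amino acid transporter 36205, 7.77 for the sodium/dicarboxylate symporter 17172 and 4.08 for the sodium-dependent phosphate transporter 13678. The third ammonium transporter, 65518, was at 35.7 ± 2.75 CPM in AG and 26.95 ± 2.04 CPM in CG, a log2 fold change of -0.40 (standard error 0.12, adjusted p = 0.0302 from edgeR's quasi-likelihood test). It did not pass without AG 2, AG 3 or CG 2, at adjusted p of 0.07145, 0.108 and 0.0882 in edgeR, nor under 7 other settings, at adjusted p from 0.05585 to 0.0883 in edgeR, DESeq2 or limma.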

Active transportation was also found inside CG cells. Eight out of twenty-one kinesin family members were significantly upregulated in CG cells (Additional file 1). Four of them (20645, 13773, 37341, 15452) were among the 100 most upregulated DEGs. 

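Kinesins, motor proteins that move cargo along microtubules, rose from very low levels. The 4 genes named, 20645, 13773, 37341 and 15452, all rose, 4 when adjusted over the list alone, and 3 met the paper's criteria, against 0 in edgeR without AG 1, AG 2, AG 3 or CG 2. Gene 15452 was the most abundant, at 2.05 ± 0.349 CPM in AG and 26.89 ± 9.645 CPM in CG (SD, n = 3), a log2 fold change of 3.73 (standard error 0.36, adjusted p = 0.000249 from edgeR's quasi-likelihood test). Genes 20645 and 13773 rose 16.3-fold and 15.4-fold, with adjusted p of 0.000269 and 0.00111 from the same edgeR test, the latter outside the criteria, and without AG 3 the log2 fold change of 13773 of 3.95 became 5.02. Gene 37341 had 3 counts over the AG libraries and 60 over the CG libraries, a ratio of 26.3 at equal depth with a 95% counting interval from 8.58 to 131, and its fitted log2 fold change of 4.52 became 5.22 without AG 3. By log2 fold change the 4 genes stood between rank 61 and rank 98 of all genes tested. The other members of the family are not identified in the paper's text and were not analysed here, and these 4 were chosen by the study on the same libraries.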

Kinesins are motor proteins that walk towards the positive end of microtubules [32, 33]. They transport protein and membrane components from the center of the cell towards the periphery. Such consistent and strong upregulation of kinesin family members indicated energetic metabolism inside CG cells to sustain rapid growth and lipid accumulation at the later stage.

It is noteworthy that about dozen genes encoding subunits of vacuolar H^+^-ATPase (V-ATPase) were significantly upregulated, for example, 52641, 8240, 28885 and 32039 (Additional file 1). 

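Genes of the vacuolar proton pump, which acidifies the vacuole, rose in CG. The V-ATPase genes 52641, 8240, 28885 and 32039, with 25960 of the qRT-PCR, all rose and met the paper's criteria, 5 when adjusted over the list alone. In edgeR 2, 1 and 1 of them met the criteria without AG 1, AG 2 and AG 3. Gene 28885 went from 310.0 ± 6.61 CPM in AG to 1321 ± 139 CPM in CG (SD, n = 3), a 4.26-fold increase with an adjusted p of 7.65e-05 from edgeR's quasi-likelihood test. Genes 32039, 8240 and 52641 rose 4.40-fold, 3.96-fold and 3.78-fold. In the part of Additional file 1 at hand, which holds only genes that the authors had called, 11 genes carry a vacuolar ATPase annotation. All 11 rose and met the paper's criteria, against 6, 5 and 6 in edgeR without AG 1, AG 2 and AG 3. Some of the 11 are also among the 5, and their direction is not independent evidence. The counts of the 5 genes were whole in every library, and the genes were named by the study from these libraries.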

V-ATPases couple the energy of ATP hydrolysis to transport proton across plasma and intracellular membranes. In other characterized organisms, V-ATPases are found within the membranes of many organelles, such as endosomes, lysosomes, and secretory vesicles, where they are involved in processes such as pH homeostasis and coupled transportation [34]. Given that high CO_2_ supplementation results in acidification of medium because additional carbonic acid is generated due to the solubilization of CO_2_ into aqueous phase, it might reduce the intracellular pH of CG cells and become an acid stress to C-169. Upregulation of V-ATPase might be one of the strategies to acclimate to acidification rendered by high CO_2_.

### Quantitative RT-PCR analysis at the later stage

To further reveal the gene expression at the later stage, RNAs were extracted from AG and CG cells harvested on the 4th, 8th and 12th day and analyzed by quantitative RT-PCR (Fig. 5). Four fatty acid synthesis genes, coding ACCase (65159), acyl-ACP thioesterase (4465), FAS I (49000), and 3-oxoacyl-ACP synthase II (54810), were all significantly upregulated on the 4th, 8th and 12th day, which might explain the increasing lipid accumulation in the CG cells. Compared with 49000 and 54810, stronger upregulation was observed in 4465 and 65159; their transcripts increased by about 6- and 12-fold on the 12th day upon elevated CO_2_, respectively, which suggested their tremendous contribution to lipid accumulation at the later stage (Fig. 1D). It was also intriguing to find that ferredoxin gene (31164) was activated overtime and increased by 122-fold on the 12th day. Such dramatic upregulation was consistent with the increasing trend of lipid content that required large amount of reducing equivalents and provide hints for further biotechnological application. But the detailed relationship between ferredoxin and lipid accumulation awaits further investigation.

**Fig. 5:**
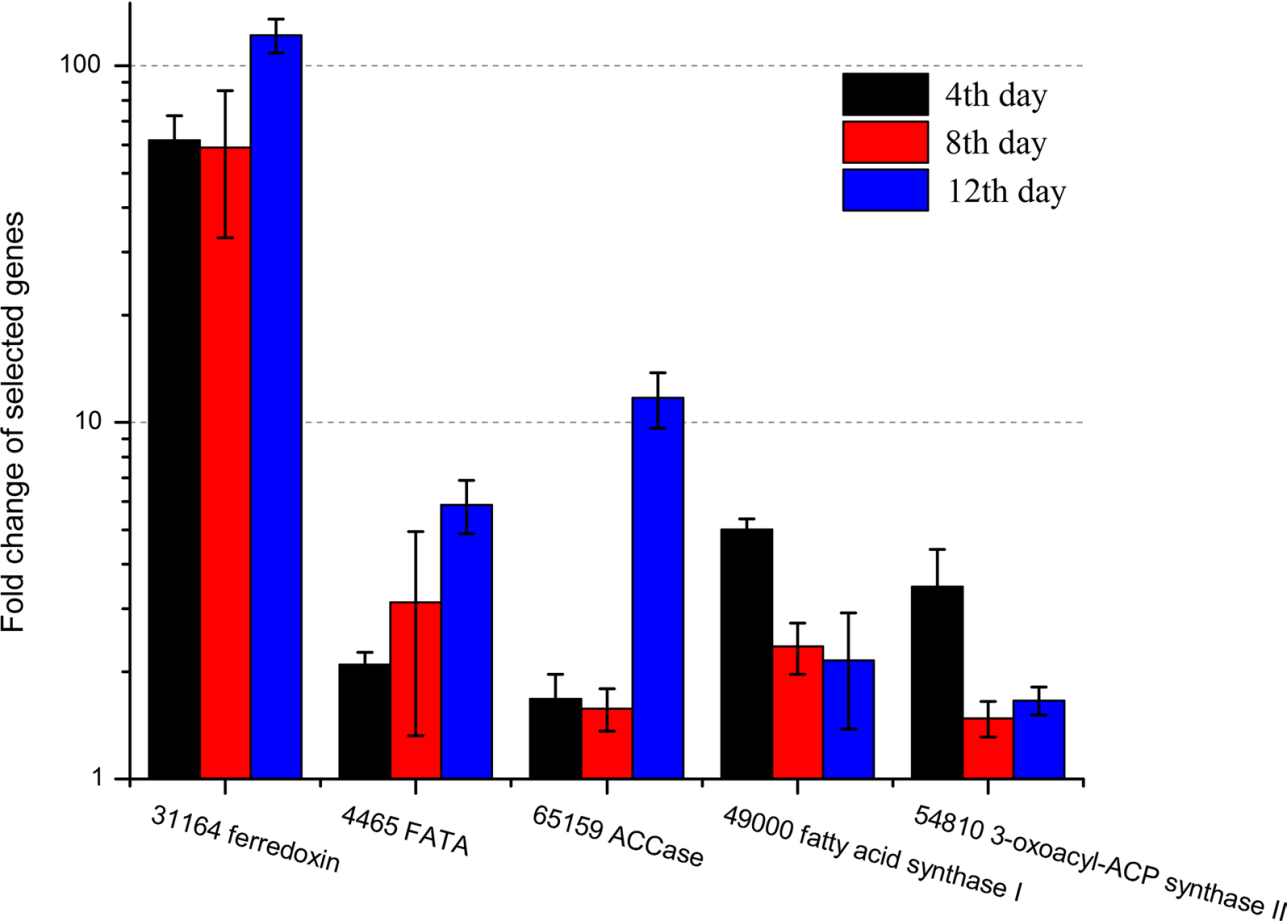
Quantitative RT-PCR analyses at the later stage. Expression fold change (CG/AG) of five genes, ferredoxin (31164) and four fatty acid synthesis genes, coding acyl-ACP thioesterase (4465), ACCase (65159), FAS I (49000), and 3-oxoacyl-ACP synthase II (54810), were evaluated on the 4th, 8th and 12th day by quantitative RT-PCR

## Discussion

Previous studies showed that extensive experiments have been conducted to prompt microalgae-derived lipid production via nutrient deficiency, especially using nitrogen starvation [35–37]. However, the disadvantage is that microalgal growth may be compromised in some degree under nutrient deficiency [19]. CO_2_ supplementation might overcome this disadvantage to some extent. Here in this study, the overall biomass productivity is 222 mg L^−1^ day^−1^ and the maximal fatty acid content is 48.5 % dry cell weight in 2 % CO_2_. They were higher than a recent report that TAG in C-169 linearly accumulated to 12.8 % dry weight after 10 day of nitrogen starvation [20], thus confirmed the great potential of lipid production from C-169 via CO_2_ supplementation. Transcriptomic analysis on the 4th day between 2 and 0.04 % CO_2_, for the first time, provides a comprehensive overview on the global regulation of important metabolic processes upon elevated CO_2_.

Photosynthetic carbon fixation has been well known as the main carbon assimilation pathway and was the focus of research on microalgae subjected to elevated CO_2_ [8]. However, our transcriptomic data here indicated that other than the enhanced Calvin cycle, C-169 mobilized several other carbon assimilation strategies to incorporate abundant carbon, and some of which were even confirmed by the enzymatic activity assay. Gene expression and enzyme activities of PEP carboxylase and pyruvate carboxylase were significantly upregulated to integrate CO_2_ to form oxaloacetate, which was an important metabolic intermediate and replenish the TCA cycle directly. Carbon was also assimilated with nitrogen into carbamoyl-phosphate by CPS II, whose transcripts increased by more than eightfold. 

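The CPS II genes rose 9.81-fold (25106) and 8.42-fold (54860) in CG. Every CG library lay above every AG library for both genes, and leaving out CG 1 raised their log2 fold changes to 3.40 and 3.16. Both had adjusted p under 0.001 in edgeR's quasi-likelihood test.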

Among the forty most upregulated genes, those encoding urea carboxylase (19857) and four clavaminate synthase-like proteins (52967, 33873, 33874, 54671) conspicuously showed up. Their expression rose 30- to more than 100-fold from very low basal level, suggesting that they were specifically activated by elevated CO_2_. 

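Urea carboxylase and the clavaminate synthase-like proteins, which belong to the 2-oxoglutarate-dependent oxygenase family, all rose and met the paper's criteria, 5 genes when adjusted over the list alone, and in edgeR 3 met the criteria without AG 1, AG 2 or AG 3. Urea carboxylase 19857 went from 24.4 ± 5.39 CPM in AG to 857 ± 236.5 CPM in CG (SD, n = 3), 35.0-fold, with an adjusted p of 3.97e-05 from edgeR's quasi-likelihood test. The clavaminate synthase-like gene 52967 rose similarly, from 24.9 ± 0.895 to 823 ± 46.7 CPM, 33.0-fold. Gene 54671 started from 2.02 ± 0.407 CPM and reached 935 ± 52.8 CPM, a log2 fold change of 8.83 (standard error 0.22, adjusted p = 4.20e-06 from edgeR's quasi-likelihood test). Genes 33873 and 33874 were near 1 CPM or lower in AG and had log2 fold changes of 6.89 (standard error 0.53) and 8.77 (standard error 0.95), with adjusted p of 9.85e-05 and 0.000405 from edgeR's quasi-likelihood test. Their levels in CG 1, 61.6 and 59.8 CPM, were below those in CG 2, at 144 and 294 CPM, and in CG 3, at 152 and 326.5 CPM. By log2 fold change the 5 genes stood between rank 8 and rank 40 of all genes tested, and all were named by the study from these libraries.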

Clavaminate synthase catalyzes the reversible conversion between 2-oxoglutarate and succinate [38, 39]. Given the high CO_2_ concentration, it was more likely that the reaction proceeded in the direction of succinate carboxylation, rather than 2-oxoglutarate oxidation; thus it might provide another carbon assimilation pathway to reinforce TCA cycle directly (Fig. 4c). Further experiments are needed to verify this speculation. Urea carboxylase forms carbon–nitrogen bonds between urea and bicarbonate to generate urea-1-carboxylate [40, 41]. Its upregulation implied the active cannibalization of old proteins to synthesize new intermediates.

Interesting remodeling of photosynthesis was revealed in C-169 in response to elevated CO_2_. Though Chl fluorescence does not represent the photosynthetic capacity directly, its fluctuation is positively correlated with photosystem activity. Chl fluorescence was enhanced by CO_2_ supplementation during the first 4 days while it was dramatically reduced after the 8th day (Fig. 1B). This phenomenon is consistent with previous report on plants that photosynthesis and growth rate were enhanced by short-term, but decreased by long-term elevated CO_2_ [21, 42]. Downregulation of photosystem at the later stage was implied by the notable decrease in most components of PS I, PS II and plastocyanin on the 4th day (Fig. 4b). Intriguingly, genes for the final part of photosynthetic electron transfer, ferredoxin and FNR, as well as the ADP/ATP transporter were dramatically upregulated. It seemed that plenty of light energy captured by the enhanced photosystem during the early stage was somehow converted and transported as reductant potential through ferredoxin. The quantitative RT-PCR analysis on the 4th, 8th and 12th day cells showed that ferredoxin 31164 was continuously upregulated, which might collaborate with upregulated FNR (54553) and ferredoxin–nitrite reductase (29833) to sustain anabolism, especially the lipid accumulation at the later stage. Previous investigation on diatom pointed out that nitrogen deficiency led to repression of photosynthetic protein including FNR [43]. Thus, here the uncoordinated regulation in photosystems, ferredoxin and FNR might be a special mechanism to sustain rapid growth and lipid accumulation upon elevated CO_2_, which was different from nitrogen deficiency. Except the energy transferred by ferredoxin, plenty of carbohydrates synthesized during the early stage upon elevated CO_2_ might go through the significantly enhanced glycolysis, accelerated TCA cycle and activated oxidative phosphorylation to generate large amount of intermediates, ATP and NADH to maintain rapid growth and lipid accumulation. The active intracellular metabolism was also indicated by the dramatically upregulated kinesin family members, which were responsible for intracellular transportation.

Nearly 50-fold elevated CO_2_ obviously would disrupt the C/N balance in C-169, and rapid growth resulted in greater consumption of other nutrients, especially nitrogen. Therefore, long-term elevated CO_2_ might mimic the nitrogen depletion. Actually, genes involved in nitrogen acquisition and assimilation were concertedly upregulated (Fig. 4e), which was similar with the metabolism remodeling in the diatom *P. tricornutum* under nitrogen stress [28]. However, C-169 does not have the complete urea cycle as reported in diatom [28, 29]. Data here revealed that it employed alternative pathways to supply ornithine, and a different CPS, CPS II, to incorporate bicarbonate with glutamine to provide carbamoyl-phosphate for the ornithine pathway. The CPS-ornithine pathway together with GS/GOGAT cycle might represent an important pathway for anaplerotic carbon fixation with nitrogenous compounds, which were essential for amino acid and pyrimidine metabolism, as well as replenishing the TCA cycle.

The results reported here are important because they represent the first global transcriptomic analysis on the early stage of microalgae upon elevated CO_2_ and propose potential targets for future metabolic engineering. Metabolic pathway engineering has been actively explored to enhance microalgae-based biofuel production, which is mainly dependent on the knowledge of algal lipid accumulation [44]. Here, downregulation of lipid hydrolysis revealed by RNA sequencing and upregulation of FA synthesis indicated by qRT-PCR at the later stage, suggested genes directly involved in lipid biosynthesis and catabolism could be the target of metabolic pathway engineering. Similar approaches have been applied to different microalgae [44–46]. However, metabolic pathway engineering is calling for innovative and integrated strategies, and our results are enlightening to propose new gene targets for metabolic engineering. CO_2_ supplementation resulted in overexpression and enhanced activities of PEP carboxylase and pyruvate carboxylase, which could capture more carbon and reinforce TCA cycle. As a pivotal enzyme in central metabolism, downregulation of PEP carboxylase indicated that it controlled carbon flux distribution and decided the ratio of major biomass constituents [47]. Thus, PEP carboxylase and pyruvate carboxylase might be important candidates for metabolic engineering efforts to promote biomass production and synthesize desired bio-products. More than dozen V-ATPase subunits were markedly induced upon elevated CO_2_, which was postulated as an adaptive mechanism to maintain intracellular pH homeostasis. V-ATPases might be the potential targets to increase the CO_2_ tolerance in lipid-producing microalgae. Though the transcriptomic data here provide hints for metabolic engineering, it is obvious that the transcriptomic changes do not necessarily lead to changes in protein biosynthesis and enzyme activity, which might be due to post-transcriptional and post-translational regulation. Thus, these potential targets should be verified case by case in the future.

## Conclusion

In the present study, 2 and 5 % CO_2_ supplementation increased growth rate and lipid accumulation in autotrophically cultured *C. subellipsoidea* C-169. Overall biomass productivity of 222 mg L^−1^ day^−1^ and FA content as 48.5 % dry cell weight were found in 2 % CO_2_, suggesting C-169 as a great candidate for lipid production via CO_2_ supplementation. Transcriptomic profile comparison between 2 and 0.04 % CO_2_ unveiled the global regulation underlying rapid growth and lipid accumulation. C-169 enhanced gene expression in the Calvin cycle, and upregulated gene expression of PEP carboxylase, pyruvate carboxylase and CPS II to mobilize anaplerotic carbon assimilation pathways upon elevated CO_2_. Upregulation of ferredoxin and FNR implied that plentiful energy captured through photosynthesis might be converted and transferred through ferredoxin to sustain rapid growth and lipid accumulation. Upregulation of glycolysis, TCA cycle and oxidative phosphorylation gene expression implied them to provide abundant intermediates and metabolic energy for anabolism. Coordinated upregulation of nitrogen acquisition and assimilation genes, together with activation of CPS II and ornithine pathway genes might help C-169 to maintain C/N balance upon elevated CO_2_. Lipid accumulation was due to the significantly downregulated lipid degradation genes, as well as the upregulation of fatty acid synthesis genes at the later stage. Data here for the first time bring significant insights into the regulatory profile of metabolism and acclimation to elevated CO_2_ in C-169, which provide important information for future metabolic engineering to improve lipid production, and might eventually contribute to the development of sustainable microalgae-based biofuels.

## Methods

### Algal strain and culture conditions

*Coccomyxa subellipsoidea* C-169 was obtained from the Microbial Culture Collection of National Institute for Environmental Studies in Japan, under strain number NIES 2166. C-169 was incubated in 250-mL Erlenmeyer flasks containing 100 mL Bold’s Basal Medium (BBM) with continuous illumination provided by fluorescent light of ~60 μmol m^−2^ s^−1^ at 25 °C on an orbital shaker (130 rpm). The pre-culture was carried out at ambient level of CO_2_ (0.04 %, v/v) to reach logarithmic phase (OD_680_ = 0.8). The pre-cultured cells were subsequently transferred to fresh media with initial cell density of 2 × 10^6^ ml^−1^ and incubated with 0.04, 2 and 5 % CO_2_ (v/v) for 12 days. The pH of the medium was monitored using a pH meter (Mettler Toledo, Switzerland) and is provided in Additional file 2: Figure S2. Cells were sampled with 2-day interval followed by rinsing and centrifugation. Cell growth was monitored by counting cells with a hemocytometer. Dry cell weight was determined by weighing the cells pellet after lyophilization by a freeze drier (Modul YOD-230, Thermo-Fisher, USA).

### Analysis by flow cytometry and Confocal laser scan microscopy

Collected cells were resuspended at a density of ~5 × 10^6^ cells mL^−1^. Neutral lipids were quantified by Nile Red staining [48]. Aliquots of Nile Red (Sigma-Aldrich) in dimethyl sulfoxide (DMSO) were directly added to the suspension, having a final dye concentration of 2 μg mL^−1^ in 10 % DMSO (v/v). After incubation in dark for 3 min and filtration through a 45-μm membrane filter, all samples were analyzed using BD accuri C6 flow cytometer (BD Biosciences) equipped with 488-nm solid-state blue laser. The acquisition settings were 10^4^ events with medium flow rate (35 μL min^−1^, 16 μm core size). All settings were preliminary optimized. Fluorescence of Nile Red stained cells, chlorophyll auto-fluorescence were determined via FL2 (585/40 nm), FL3 (670 LP), respectively.

Fluorescence images of stained cells were captured by a Confocal Laser Scanning Microscope (CLSM, TCS SP5; Leica Microsystems CMS GmbH, Germany) under HCX PL APO CS 100× /1.4 oil-immersion objective with confocal pinhole set at Airy 1 and 5× zoom factor for improved resolution with eight bits. A blue excitation light was used through a band-pass filter (460–490 nm) and emission wavelengths were imaged through a long-pass filter (560–590 nm). Laser transmission and scan settings were constant in all scans.

### Total carbon content, carbon fixation rate and fatty acid profiling

C-169 cells from 0.04 % CO_2_ and 2 % CO_2_ were collected on the 4th, 8th and 12th day and lyophilized into cell pellets. Total carbon content (C_C_, % dry cell weight) was analyzed by an element analyzer (EuroEA3000, EuroVector S.p.A., Italy). CO_2_ fixation rate ($${\text{R}}_{{{\text{CO}}_{{\text{2}}} }}$$, g L^−1^ day^−1^) was determined as previously described [49]. It was calculated using the following equation: $${\text{R}}_{{{\text{CO}}_{{\text{2}}} }}$$ = C_C_P($${\text{M}}_{{{\text{CO}}_{{\text{2}}} }}$$/Mc), where P is the biomass productivity (g L^−1^ day^−1^), M_C_ is the molecular weight of carbon, and $${\text{M}}_{{{\text{CO}}_{{\text{2}}} }}$$ is the molecular weight of CO_2_.

Fatty acid profiling was performed on the lyophilized cell pellets (Modul YOD-230, Thermo-Fisher, USA) via gas chromatography mass spectrometry (Agilent 6890 gas chromatography coupled with Agilent 5975 mass selective detector, Agilent Technologies, Santa Clara, CA, USA). Nonadecanoic acid (C19:0, Sigma-Aldrich, St. Louis, MO, USA) was added as internal standard to quantify FA content. Fatty acid methyl esters (FAMEs) were prepared and analyzed according to the protocol as previously described [50]. The degree of lipid unsaturation (DLU) was calculated according to previously described [51]:

$${\text{DLU}}({\triangledown }/{\text{mole}}) = \left[ {1.0 \, \times \, \left( {\% {\text{ monoene}}} \right) + 2.0 \, \times \, \left( {\% {\text{ diene}}} \right) + 3.0 \, \times \, \left( {\% {\text{ triene}}} \right)} \right]/100.$$

### RNA extraction, library construction and sequencing

Total RNA was extracted from AG and CG cells using TRIzol (Invitrogen, Carlsbad, CA, USA) and incubated with DNase I (Takara, Dalian, China) for 30 min at 37 °C. RNA quality and quantity were determined by a Nanodrop ND-1000 spectrophotometer (LabTech, Holliston, MA, USA) and Labon-chip analysis 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) (Additional file 2: Table S1). Approximately 10 μg of total RNA was subjected to poly(A) mRNA isolation with poly-T attached magnetic beads (Thermo-fisher). Following purification, mRNA was fragmented into small pieces using divalent cations under elevated temperature. Then the randomly cleaved mRNA fragments were constructed into cDNA library in accordance with the protocol for the Illumina RNA ligation-based method (Illumina, San Diego, USA). In brief, the fragmented RNA was dephosphorylated at the 3′ end by the phosphatase and phosphorylated at the 5′ end by the PNK. RNA was purified with the RNeasyMinElute Kit (Qiagen) and ligated with a pre-adenylated 3′ adapter, which enables the subsequent ligation of the 5′ adapter. Based on the adapter sequence, reverse transcription followed by PCR was used to create cDNA constructs. The average insert size for the paired-end libraries was 300 bp (±50 bp). The single end sequencing was then performed on Illumina Hiseq 2000.

### Sequencing data analysis

The raw data containing adaptor sequences, reads with low-quality sequences and unknown nucleotides N were filtered to obtain clean reads with 36 nt in length. Statistic analysis of data was provided in Additional file 2: Table S2. Clean reads were mapped to the transcript sequences of C-169 available on Phytozome V10 (http://www.genome.jgi.doe.gov/pages/dynamicOrganismDownload.jsf?organism=PhytozomeV10#) by Bowtie software [52], only 1 bp mismatch was allowed. For monitoring the mapping events on both strands, both the sense and the complementary antisense sequences were included in the data collection. The number of perfect clean reads corresponding to each gene was calculated and normalized to the number of Reads Per Kilobase of exon model per Million mapped reads (RPKM). Based on the expression levels, the significant DEGs (differentially expressed gene) between CG and AG were identified with |log_2_ fold change| > 1 and FDR < 0.001 unless otherwise noted. Functional classification of DEGs was conducted according to annotation in gene ontology (GO) and the pathway analysis was carried out according to KEGG. Heatmap clustering on top 100 DEGs of most significance was constructed and provided in Additional file 2: Figure S3.

### Quantitative RT-PCR

Quantitative RT-PCR was performed on ABI 7500 (Applied Biosystems, Foster City, CA, USA) using two-step kits (TaKaRa Biotech Co., Dalian, China). 

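RibL5 (54775), a protein of the large ribosomal subunit, did not pass the test between CG and AG over all 6 libraries. It was at 341.5 ± 37.2 CPM in AG (SD, n = 3) and at 135 CPM in CG 1, 258 CPM in CG 2 and 292.5 CPM in CG 3. The log2 fold change was -0.58 (standard error 0.28, adjusted p = 0.124 from edgeR's quasi-likelihood test). Every CG library was below every AG library. Without CG 1 the log2 fold change was -0.31 with an adjusted p of 0.0163 from the same edgeR test, so that the gene then passed as lower in CG, and over the 16 other alternatives in edgeR, DESeq2 and limma it was between 0.0636 and 0.264.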

The gene coding ribosomal protein L5 (54775, RibL5) was used as an internal control according to the references [8, 53, 54] and the analysis of our transcriptomic data. For single-strand cDNA synthesis, the PrimeScript RT regent Kit with genomic DNA Eraser (TaKaRa) was used to perform the reverse transcription reaction according to the user’s manual. Genomic DNA removal was performed to purify the RNA extracts. Quantitative RT-PCR was performed with the SYBR Premix Ex Taq II kit (TaKaRa), based on cDNA template and 16 pairs of specific primers (Additional file 2: Table S3). Sequences of targeted genes were obtained form KEGG database and primers were designed using the Primer Premier 5.0 software. Primer alignments to secondary structures (predicted by mfold: http://www.unafold.rna.albany.edu/?q=mfold) of pairing sites and non-specific priming (validated by Primer-BLAST: http://www.ncbi.nlm.nih.gov/tools/primer-blast/) were avoided. Amplification program was 95 °C 30 s; 40 cycles at 95 °C for 5 s and 60 °C for 34 s followed by disassociation stage as instructed by user’s manual. Samples were performed in triplicate. The relative amount of gene transcripts was normalized to that of reference gene RibL5 in each sample. Expression fold change (FC) was calculated as:

FC_gene of x_ = 2^(Ct_AG_ – Ct_CG_) of gene x/2^(Ct_AG_ – Ct_CG_) of RibL5.

### Phosphoenolpyruvate carboxylase and pyruvate carboxylase activity assay

The enzyme activity assay was mainly as previously described with some modifications [55]. To analyze the enzyme activities, cell extracts from the 4th day were prepared by washing the cell pellets with TE buffer (10 mM Tris–HCl 1 mM EDTA, pH = 8.0) and broken with 0.1-mm-dia. silica beads in a mini-bead beater-1 (Biospec). Cell debris was removed by centrifugation at 12,000 rpm for 10 min at 4 °C. The supernatant was further centrifuged at 12,000 rpm at 4 °C for 20 min, and the resulting supernatant was used for the assay of enzyme activity. The phosphoenolpyruvate carboxylase (PEPCase) activity was determined by monitoring the decrease in absorbance of NADH of 340 nm using malate dehydrogenase as a coupling enzyme. The 1 ml reaction mixture for PEPCase analysis consisted of 50 mM HEPES (pH 7.3), 5 mM PEP, 10 mM MgCl_2_, 5 mM NaHCO_3_, 5U of malate dehydrogenase, 0.2 mM NADH, and 25 μl of cell extract. One unit of relative PEPCase activity was defined as 1 μM NADH being oxidized min^−1^ at 30 °C. The pyruvate carboxylase activity was similar to the method used above except using 5 mM pyruvate instead of PEP as substrate.

## Additional files

10.1186/s13068-016-0571-5 Transcriptomic data and DEGs enriched pathways or gene families.
10.1186/s13068-016-0571-5 Additional Tables and Figures.

## Abbreviations

DGE: digital gene expression
TAG: triacylglycerol
CLSM: confocal laser scanning microscope
FA: fatty acid
FAME: fatty acid methyl ester
DEGs: differentially expressed genes
AG: biological replicates from 0.04 % CO_2_ group
CG: biological replicates from 2 % CO_2_ group
RPKM: reads per kilobase exon model per million mapped reads
FC: fold change (CG to AG)
FDR: false discovery rate
GO: Gene Ontology
KEGG: Kyoto encyclopedia of genes and genomes
G6PD: glucose-6-phosphate dehydrogenase
6PGD: 6-phosphogluconate dehydrogenase
PGK: phosphoglycerate kinase
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
TPI: triosephosphate isomerase
ALDO: fructose-bisphosphate aldolase
FNR: ferredoxin–NADP^+^ reductase
SP: starch phosphorylase
PFK: 6-phosphofructokinase
GAPN: glyceraldehyde-3-phosphate dehydrogenase (NADP^+^)
PK: pyruvate kinase
FBP: fructose-1,6-bisphosphatase
PEPCK: phosphoenolpyruvate carboxykinase
CS: citrate synthase
IDH3: isocitrate dehydrogenase 3
OGDC: 2-oxoglutarate dehydrogenase complex
NR: nitrate reductase
NIR: nitrite reductase
GS: glutamine synthetase
GOGAT: glutamine 2-oxoglutarate aminotransferase
GLDH: glutamate dehydrogenase
CPS: carbamoyl-phosphate synthase
OTC: ornithine carbamoyltransferase
ASS: argininosuccinate synthase
ASL: argininosuccinate lyase
ACS: acyl-CoA synthetase
ACOX: acyl-CoA oxidase
MFP-2: enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase
ACAT: acetyl-CoA acyltransferase

# Supplementary material for: Transcriptome analysis reveals global regulation in response to CO2 supplementation in oleaginous microalga Coccomyxa subellipsoidea C-169
**Source:** Biotechnol Biofuels. 2016 Jul 22;9:151. doi: 10.1186/s13068-016-0571-5
**Supplement:** Supplementary file 2 — 10.1186/s13068-016-0571-5 Additional Tables and Figures.

**Table S1** Quality control assessment on extracted RNA from the replicates of AG and CG

| Sample | Conc. (µg/µL) | UV 260/280 | UV 260/230 | Amount (µg) | RIN |
| --- | --- | --- | --- | --- | --- |
| AG_1 | 0.47 | 2.15 | 2.47 | 21.16 | 8.0 |
| AG_2 | 0.33 | 2.10 | 2.48 | 14.85 | 7.2 |
| AG_3 | 0.44 | 2.15 | 2.48 | 19.61 | 7.4 |
| CG_1 | 0.41 | 2.05 | 2.39 | 18.41 | 8.1 |
| CG_2 | 0.40 | 2.07 | 2.41 | 18.08 | 8.8 |
| CG_3 | 1.01 | 2.14 | 2.47 | 45.65 | 7.4 |

RIN (RNA Integrity Number) is used to indicate the RNA quality.

**Table S2** DGE library profile of replicates from AG and CG

| Sample | Total reads | Unique reads | Aligned reads | % of aligned reads | No, unique genes hit |
| --- | --- | --- | --- | --- | --- |
| AG_1 | 8544926 | 5767453 | 3965553 | 46.42% | 9177 |
| AG_2 | 8664050 | 6006599 | 3825993 | 44.17% | 9142 |
| AG_3 | 9999804 | 6583079 | 4969639 | 49.70% | 9190 |
| CG_1 | 5854690 | 4485058 | 2674507 | 45.69% | 9067 |
| CG_2 | 5759178 | 4410504 | 2724210 | 47.31% | 9100 |
| CG_3 | 7926569 | 5774762 | 3740989 | 47.20% | 9132 |

**Table S3** Primer sequences used in the quantitative RT-PCR analysis

| Primers | Sequence (5'–3′) | Product size (bp) |
| --- | --- | --- |
|  |  |  |
| 54775 60S ribosomal protein L5 | CACGTCTGAGGCTTACTACCC  TCTCCAGCAACAGTGGCATA | 121 |
| 31164 ferredoxin | TACCCCGCTGTCTTCTGTTG  GACCTTGTCTGCTTCATC | 142 |
| 4465 FATA | TCTTTGCTGTGACCAGAATGC  GATGATGATCCAGTTGCGG | 125 |
| 65159 ACCase | CTTGCTTTTGACGAGCTGACT  TTGCTGGTAGACGACTGTTGG | 147 |
| 49000 fatty acid synthase I | AAGGAGTATGGGATTGTGCC  TGTGGTAGGCGATGAGGATG | 115 |
| 54810 3-oxoacyl-ACP synthase II | TGCCTCGGTCTTTGGTAATG  CCCCTCGTTGTCAAAGTTCTC | 145 |
| 25960 V-type H+-transporting ATPase subunit A | GCCTTCTGACCACCATT  GCAAACTCATAGCCCTTCTTCC | 130 |
| 26440 pyruvate carboxylase | CGGGACCGTTGAGTTTATGG  TGCAATCCTGATCTGAGCCT | 136 |
| 26453 GAPDH | GACAAGGCCAACTCACACATAAAG  CGTCGTACTTCTCCTCGTTCA | 109 |
| 27575 ACCase | TGTCCCCACAGACTGCTCAT  CAGGGTTGGTCTTCTTGCTC | 147 |
| 39093 G6PD | ACCTACAAGCAGCGATACAACA  CATGCAGCGTCCAACTCA | 116 |
| 52173 PEPCase | GTTTGGGGAGAAGGAGGTGT  ATTTCGTTGAGGACGGAGC | 120 |
| 54043 acetyl-CoA acyltransferase | GGAGAATGTGGCGGAGAAGT  GGCACGATCTCGTCCTTGA | 120 |
| 54860 CPS II | TCACGGGCTACCAGGAGATT  CCACCCAGATGGCACTTTTC | 130 |
| 65708 RuBisCO | GGAGCCCGTTGACAACAAGT  CGTTCGAGAACTCCAGAGCA | 128 |
| 47508 fatty acid synthase, animal type | GGCATTCTTCTCAGTCCACG  CACATACACTCCCACCTTCTCG | 145 |

**
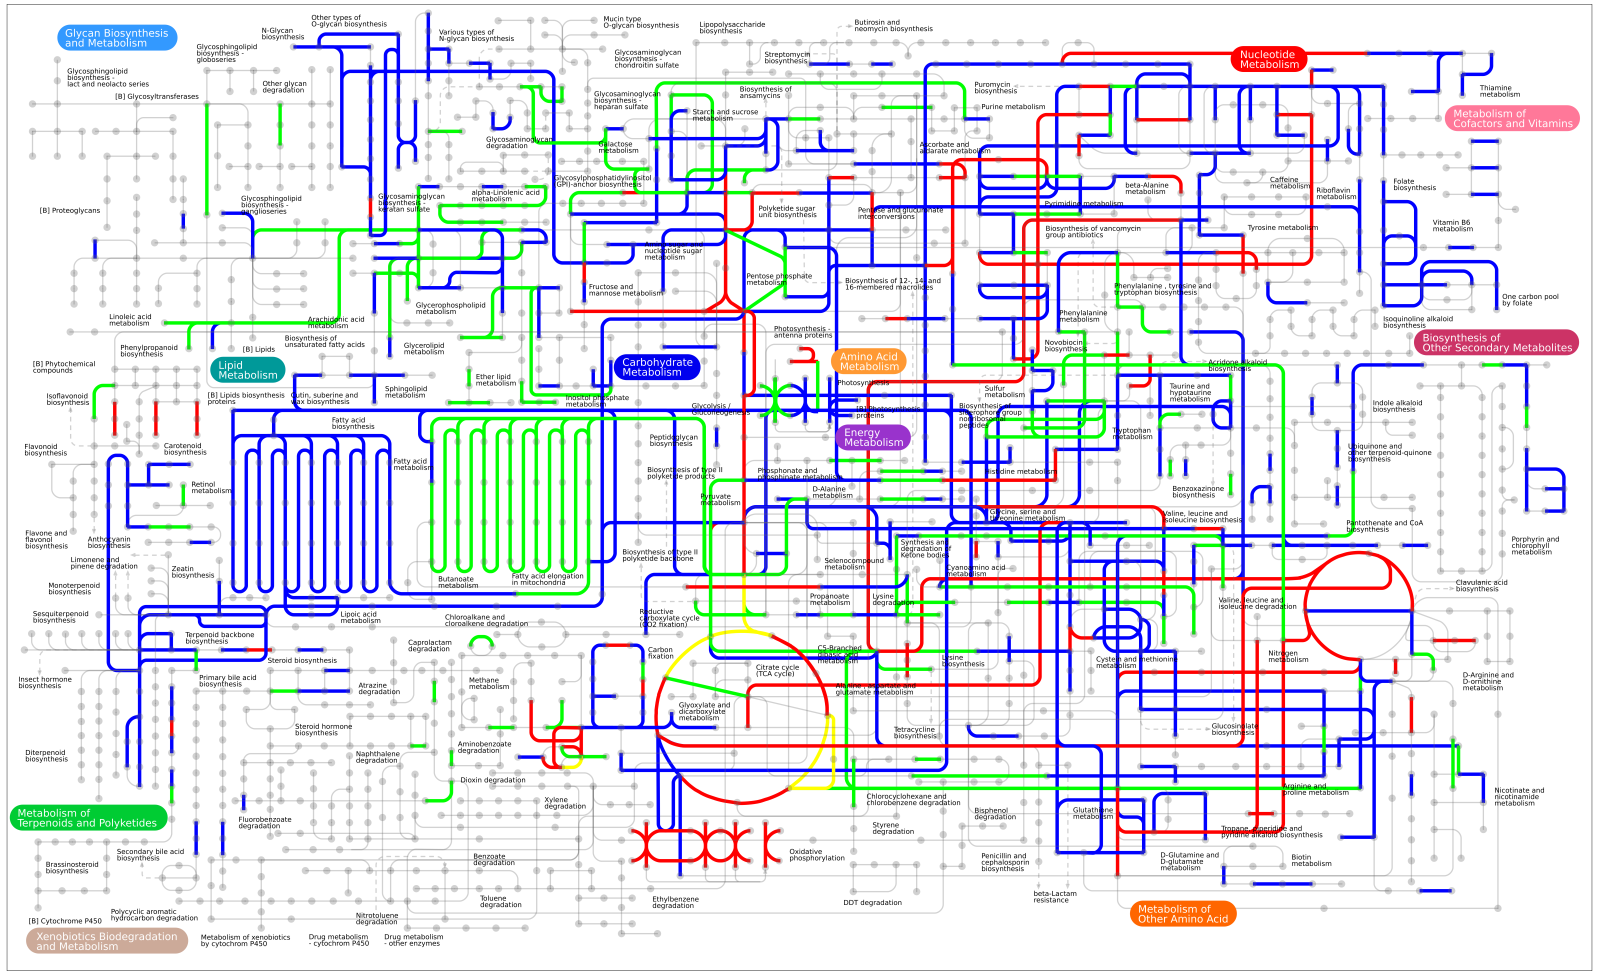
**

**Figure S1 Global metabolic pathways of differentially expressed genes in response to CO_2_ supplementation**. The gray lines depict pathways not present or not yet assigned in C-169 and the blue lines represent pathways that showed no significant changes in transcription. Pathways enriched in genes that are up-regulated or down-regulated are labeled in red and green, respectively. The yellow lines represent pathways in which both up-regulated and down-regulated genes are involved. Significance is defined as |log_2_ FC| >1 and FDR < 0.001.

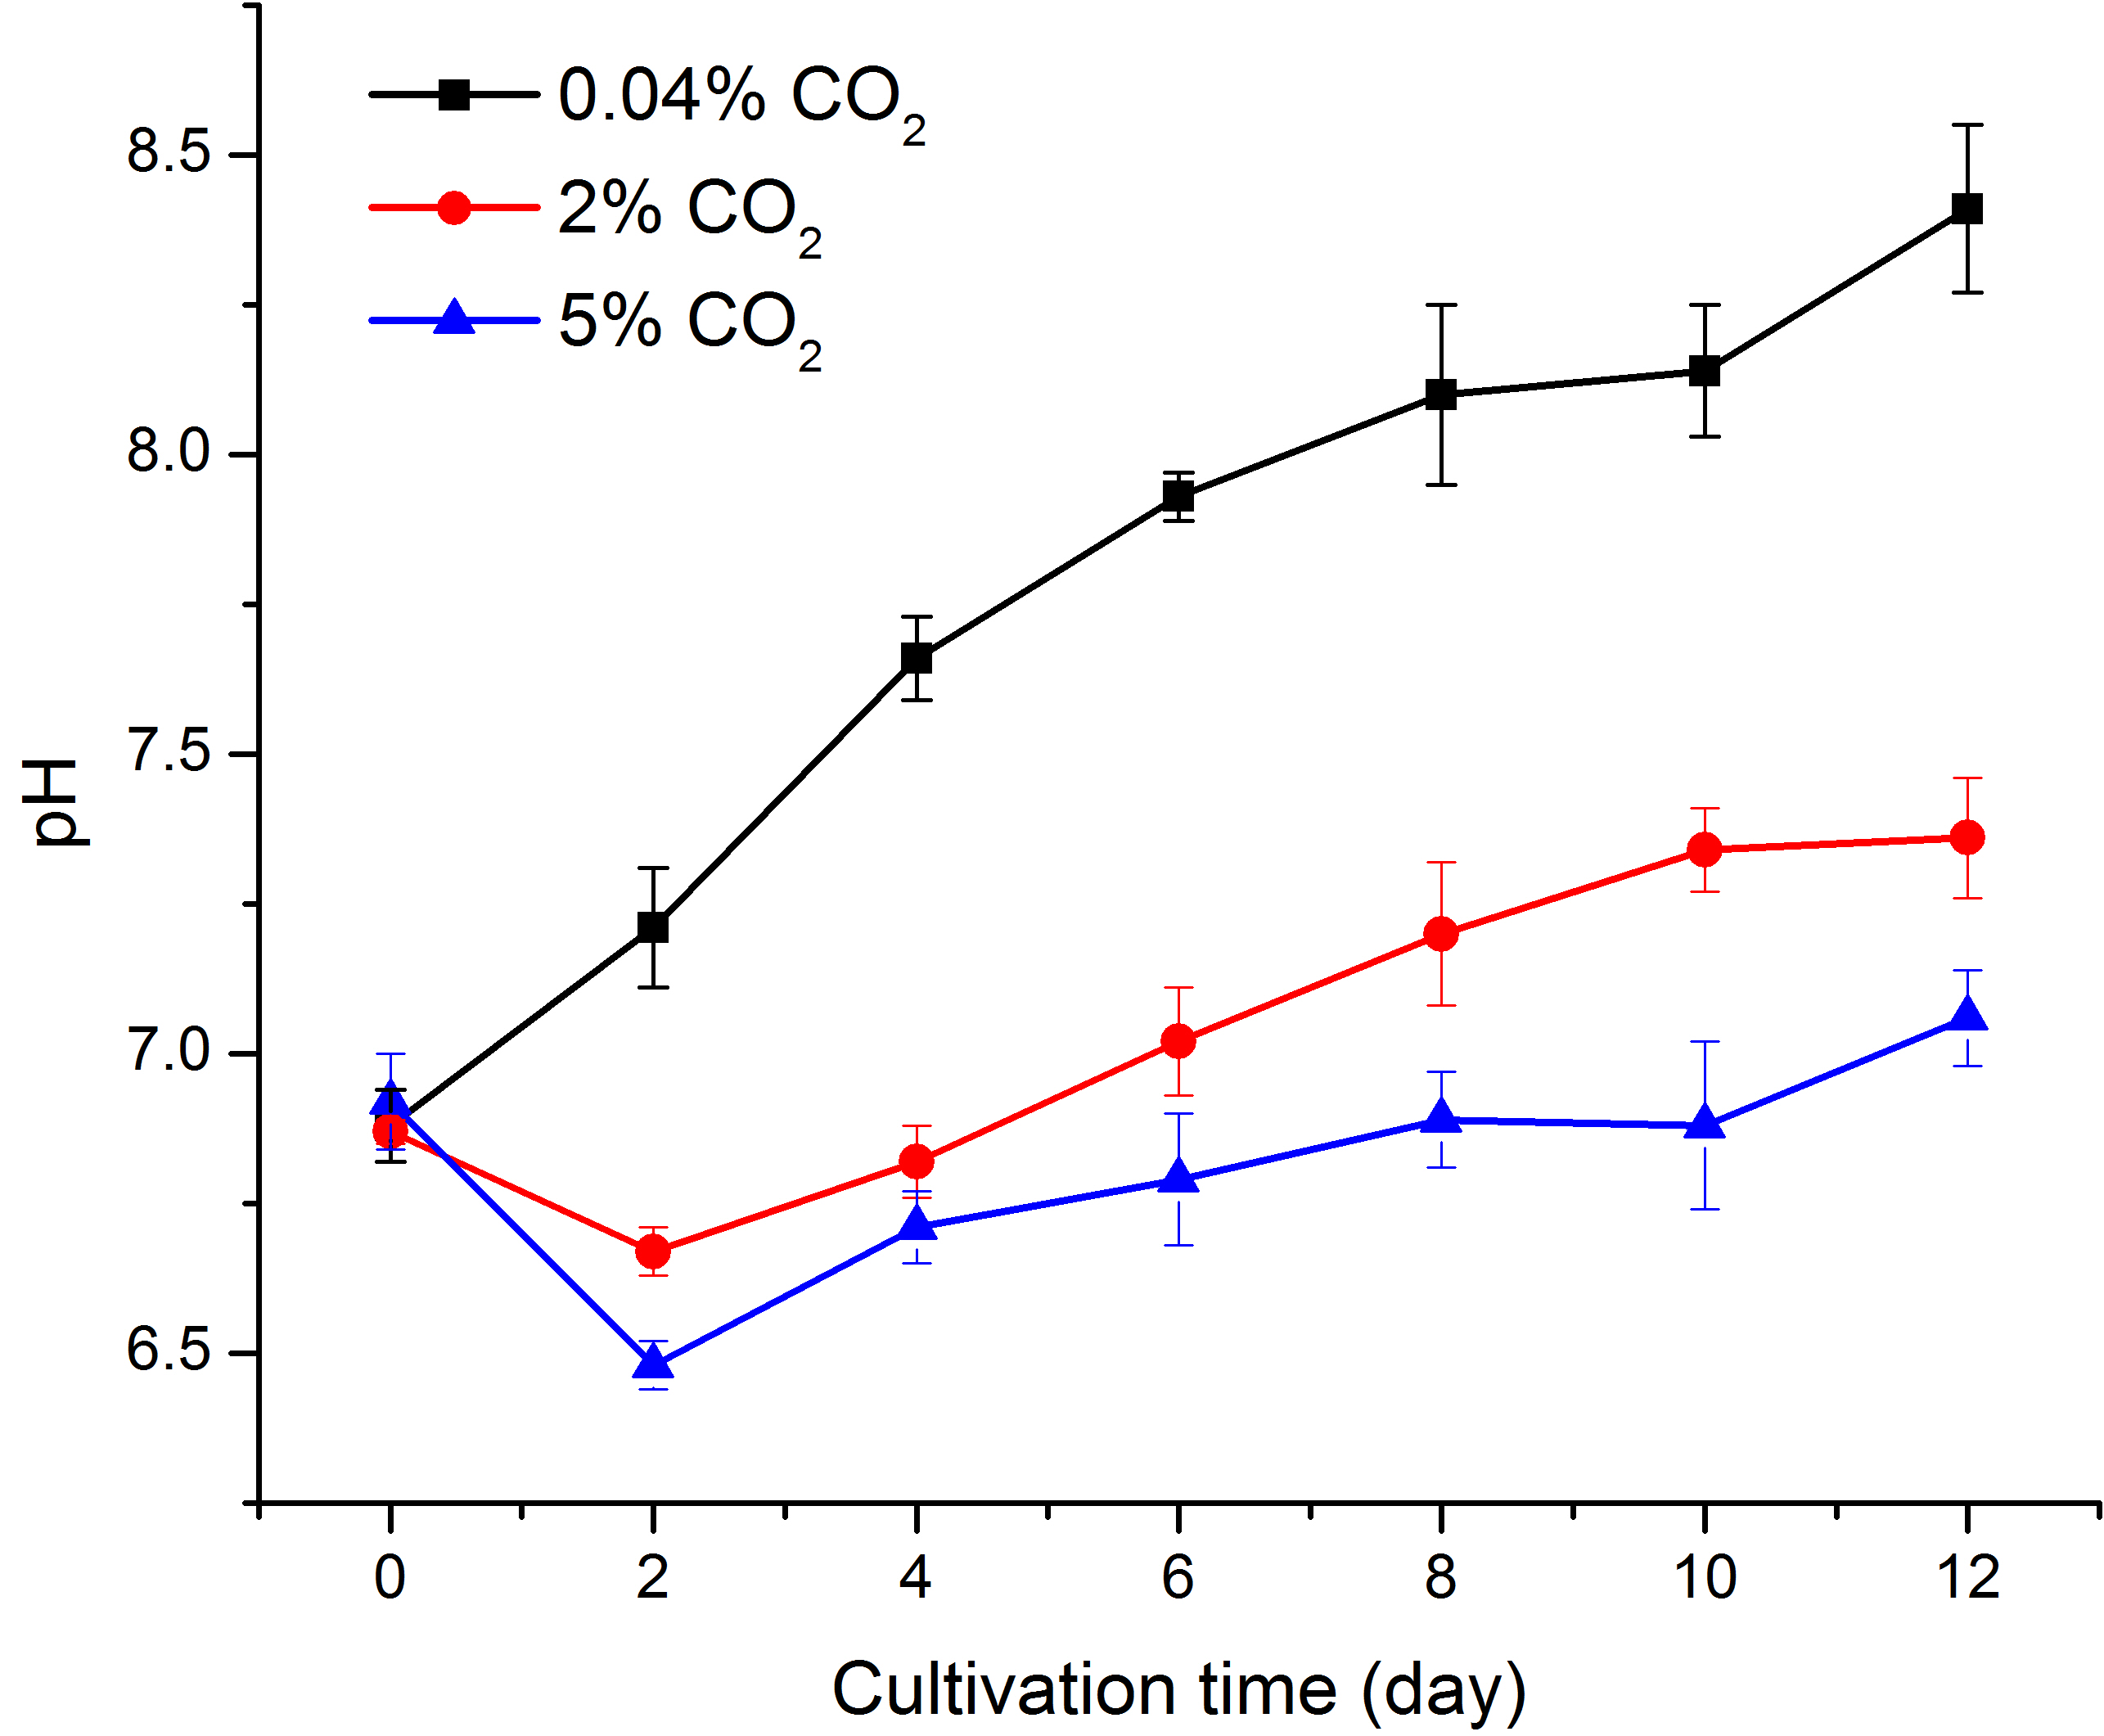

**Figure S2 The pH changes in the media of C-169 under different CO_2_ concentrations.**

**Figure S3 Heatmap clustering on top 100 genes of most significance (indicated by FDR, false discovery rate) from AG and CG.** Heatmap was generated via pheatmap package in R.

How the deposited data were processed for this re-analysis (not part of the article)

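RNA was measured by digital gene expression sequencing in 6 libraries of Coccomyxa subellipsoidea C-169 harvested on day 4, 3 from cultures with 0.04% CO2 (AG) and 3 from cultures with 2% CO2 (CG). The authors mapped clean short reads with Bowtie, whose version is not stated, to the C-169 transcripts of Phytozome, counted sense and antisense hits together and normalized the counts to RPKM. The counts, taken for expected counts because part of them are fractional, were obtained by the authors from this mapping and are used as deposited; no scaling of them is described. How the fractions arose is not stated. The deposited table holds them with RPKM values of 9409 genes per library, the group means, and log2 fold changes and FDR values. The paper compares the mean RPKM of the groups and does not name the test behind the FDR. The deposited log2 fold changes lay a median of 0.0871 below the log2 ratio of the mean RPKM values. Of the counts 8.16% were not exactly whole, in 1213 genes, an upper bound that includes values whole apart from rounding error. Others, such as those of gene 54553, were fractional, although the paper describes uniquely matched reads.

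Library sums were 2674507 to 4969639 counts and equal the aligned reads of Table S2, and the RIN values of Table S1 were 7.2 to 8.8. Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16, with TMM scaling, the filterByExpr filter on the condition, robust quasi-likelihood fits and Benjamini-Hochberg adjustment, which left 8637 genes and a common biological coefficient of variation of 0.186. A gene rose or fell at an adjusted p under 0.05, and met the paper's criteria at an adjusted p under 0.001 with a log2 fold change beyond 1 in size. The replicate numbers are not said to pair AG with CG cultures, and deviations of libraries of the same number correlated across genes at only -0.034, 0.038 and -0.051, so no block was used.

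The fit was tested on simulated data with 50 changed genes per size and 8437 unchanged genes, and with 1 dispersion per gene for both groups. The simulation therefore does not cover as many changed genes as were called here, nor a library that stands apart as CG 1 did. At a log2 change of 1, the fold minimum by itself excludes every gene whose estimate falls below it. At an adjusted p under 0.05 edgeR recovered 64% of genes with a log2 change of 1 and 96 to 98% of larger ones, with 0.166% of unchanged genes called, and at the paper's criteria 6% at a log2 change of 1 and 82 to 90% at larger ones. DESeq2 recovered 34% and 94 to 96% at the paper's criteria, with 0.059% of unchanged genes called, against 0% in edgeR. At an adjusted p under 0.05 DESeq2 called 0.344% of unchanged genes. These are shares of the 8437 unchanged genes and not of the genes called. With only 50 changed genes per size, false calls made up more of the DESeq2 calls than either threshold allows. At an adjusted p under 0.05 edgeR exceeded its threshold too, but by less.

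Before the data were examined, the alternatives were set as other scalings, other count filters, a replicate block, each library left out in turn, unrounded counts, DESeq2 1.42.0, limma 3.58.1 on log2 RPKM with a pseudocount of 1 or 0.1, a less strict adjusted p and edgeR's test against a fold minimum. The tally of gene groups without CG 1, and that of genes meeting the paper's criteria in each group with 1 library left out, were added after the data had been seen. Genes named are those whose identifiers the paper's text, Table S3 or Fig. 4 give, the 10 largest increases and 10 largest decreases that met the paper's criteria with at least 10 CPM in the higher group and no overlap of the groups, up to 4 members per functional list, and genes under enriched terms. Values of many of these had been seen in the paper's tables and figures.

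Functional lists had been planned over all genes, but the files hold no descriptions of all genes, so no set test with camera or fry was run. Descriptions were available for 219 genes, in the first 291 of 2593 entries of the sheet of enriched terms. Of the identifiers drawn in Fig. 4, 3 match no gene of the table. For genes at 0 counts in a group, folds are lower bounds against 3 counts over the group, and for 1 to 3 counts ratios have exact binomial 95% intervals. Gene positions came from the assembly annotation, to which 9372 of the 9409 genes were matched. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR, growth, lipid and pigment measurements were not analysed. Results for an item withheld for evaluation are not reported here.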

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

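The tests of a mixed sample and of sequencing depth for the CG 1 library were chosen after the result was seen.

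Genes 57150 and 41978 had 0 counts in every AG library and were expressed in every CG library, and the paper does not discuss them. Gene 57150 was at 271.5, 177.6 and 148.0 CPM in CG 1, CG 2 and CG 3, at least 794.6-fold higher than a floor of 3 counts over the AG libraries. Gene 41978 was at 19.45, 32.56 and 26.95 CPM, at least 109.1-fold higher. The files pair neither with a name, and no explanation was tested.

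The 1171 genes that met the paper's criteria, and the 4512 at an adjusted p under 0.05, were set against other splits of the 6 libraries into 3 and 3. The real split was the 1 split of 10 with as many genes on either count, and the highest of the others gave 0 genes in edgeR on both. With 10 splits a share under 0.05 cannot be reached.

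CG 1 stood apart from CG 2 and CG 3. Over 2736 genes with an adjusted p under 0.05 and a log2 fold change beyond 1 in size without it in edgeR, it had moved a median of 0.705 of the way from AG to the other CG libraries, and in 4.68% of them it lay on the opposite side of AG. The median was 1.068 for CG 2 and 1.106 for CG 3, over the 2173 and 2154 genes found without each. For CG 2 and CG 3 the other CG libraries include CG 1, so part of this contrast follows from the reference. AG RNA mixed into CG 1 would need a share of 0.3935, from 171 genes much higher in CG, but over 19 genes nearly absent from the other CG libraries CG 1 was at 0.04254 of the AG level, which argues against it. After thinning to 1 total, CG 1 still correlated at 0.9408 and 0.9255 with CG 2 and CG 3, against 0.9876 between them, and gene length correlated with its deviation at -0.0984, which argues against depth and length. A difference between cultures or in handling stays open, and no biological explanation was tested.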

How the results depend on the processing

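All alternatives reported here were set before the data were examined. Of 202 named genes 194 were called, and 175 were called under every alternative that tested them. Many of these genes were named because they had been called on these same libraries. Their stability was thus partly fixed by the choice and does not describe all genes tested. Of the 3403 values of named genes under an alternative, 3305 kept their direction and their side of the threshold. Calls lost without AG 1, AG 2, AG 3, CG 2 and CG 3 numbered 14, 16, 17, 16 and 10, and 8 genes were gained without CG 1. The log2 fold change of gene 27575, which did not pass, was -0.0238 to 0.6465 with 1 library left out and reversed without CG 3; the cause was not tested.

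The number of genes at an adjusted p under 0.05 stayed between 3471 and 5946, within 1.5 times 4512. The number at the paper's criteria, 1171, was 329 with the replicate block, which pairs libraries by number and leaves fewer residual degrees of freedom, 2042 in DESeq2, 2335 at an adjusted p under 0.05, and 315 in the test against a fold minimum, which asks more of each gene. Leaving out 1 library gave 240 to 2557: 240, 285 and 243 without AG 1, AG 2 and AG 3, 2557 without CG 1, 368 without CG 2 and 559 without CG 3. Fewer libraries lower the power, and the cause of the rise without CG 1 was not tested beyond that library's distance from CG 2 and CG 3. Other scalings, filters, unrounded counts and limma gave 1076 to 1240.

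The mean correlation of AG libraries, 0.994, was 0.9891 and 0.9787 on log2 RPKM with a pseudocount of 1 and 0.1, 0.9883 as Spearman's rho, 0.991 without the 10 genes of highest RPKM, and 0.9921 to 0.9953 with 1 library left out; the cause was not tested. That of CG libraries, 0.8657, was 0.7873 to 0.9954 with 1 library left out, the highest without CG 1, and 0.9603 and 0.9555 on log2 RPKM with a pseudocount of 1 and 0.1, 0.9458 as Spearman's rho, 0.8919 without the 10 genes of highest RPKM and 0.8648 at a mean RPKM of at least 1. Set tests by camera and fry were not run, for lack of descriptions of all genes.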

Differences from the paper's values

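The mean correlation of CG libraries was 0.8657, against 0.896 stated by the paper, while that of AG libraries was 0.994 in both. No alternative gave the paper's CG value, and the nearest was 0.8919, without the 10 genes of highest RPKM. The cause was not tested. At the paper's criteria 484 genes were lower in CG, against 866 stated by the paper. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's in DESeq2, with 869, without CG 1, with 1192, and at an adjusted p under 0.05 with the same fold minimum, with 1007. Under the other alternatives it was not: 495, 439 and 451 with other scalings, 492 and 457 with other filters, 123 with the replicate block, 115, 134 and 116 without AG 1, AG 2 and AG 3, 138 and 235 without CG 2 and CG 3, 484 with unrounded counts, 438, 425 and 420 in limma, and 129 in the test against a fold minimum.

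Of the 1737 genes the authors called, 1128 met the paper's criteria here, 1726 passed at an adjusted p under 0.05, and 609 did not meet the criteria; 43 others did. DESeq2 called 1670 of the 1737. Of 137 genes that the paper names or draws and the authors called, 94 met the criteria in edgeR, 137 passed at an adjusted p under 0.05 and 132 met the criteria in DESeq2. Of the 43 that did not meet them in edgeR, 38 met them in DESeq2 and 42 in edgeR without CG 1, against 0 without any other library, a tally chosen after the data had been seen. The 43 had been picked for failing with all 6 libraries. The fits without another library kept CG 1 and had less power, so their 0 was largely fixed in advance. The genes not meeting the criteria in edgeR include all 14 photosystem I genes, plastocyanin, PEPCK, both acyl-CoA synthetases and 54043, and DESeq2 called each of these.

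Of the 10 transporters that the paper lists among the most upregulated genes, 9 rose and met the paper's criteria. Ammonium transporter 65518 fell, with a log2 fold change of -0.40 and an adjusted p of 0.03018 in edgeR. It stayed lower in CG under all 17 alternatives, but the call was lost in 10 of them: with library totals or the upper quartile as scaling, with the replicate block, in DESeq2 and in 3 limma fits, at adjusted p from 0.05585 to 0.08829, and without AG 2, AG 3 and CG 2, at 0.07145, 0.1081 and 0.0882 in edgeR.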

Other observations

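No test of an explanation reported here was chosen after the result was seen.

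Enzymes against reactive oxygen moved in both directions in CG, among 6 annotated genes in the part of Additional file 1 at hand, which holds only genes that the authors had called. The peroxiredoxin gene 23522 rose from 49.75 ± 1.254 to 1386 ± 457.6 CPM (SD, n = 3), a log2 fold change of 4.80 with an adjusted p of 3.815e-05 in edgeR, and ascorbate peroxidase 49139 rose with 1.14. Stromal ascorbate peroxidase 20424 fell with -2.88, and had fractional counts in 3 libraries. Catalases 15220 and 25301 and glutathione reductase 23349 fell with -2.22, -1.35 and -1.83, which became -3.60, -2.07 and -2.93 without CG 1, and their calls were lost without AG 1, AG 2, AG 3, CG 2 or CG 3, with adjusted p of 0.06614 to 0.108 in edgeR.

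Of 4 annotated phosphate transporters in the same part of Additional file 1, which holds only genes that the authors had called, 3 fell and 1 rose. Genes 19750 and 26312 fell with log2 fold changes of -1.90 and -1.29. Gene 54617 fell with -1.05, and its call was lost without AG 1, AG 2, AG 3, CG 2 or CG 3, with adjusted p of 0.06195 to 0.09919 in edgeR. The 6-phosphogluconate dehydrogenase family gene 17252 fell, with -1.67, and the lactate and malate dehydrogenase family gene 29829 rose, with 1.13.

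Genes next to each other on the assembly were called in the same direction more often than in shuffled orders. Of 8595 adjacent pairs of tested genes, 186 met the paper's criteria in the same direction and 55 in opposite directions, against a median of 81 and a 95th percentile of 95 in 10000 shuffles, with p = 0.0001 from a one-sided permutation test, the smallest they can give. Without overlapping pairs and genes with fractional counts, 117 of 6761 pairs did so, above the 99th percentile of 82, which argues against reads shared between gene models as the whole cause. The cause stays open. The clavaminate synthase-like genes 33873 and 33874 are such neighbours.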
